# Premature Senescence and Increased TGFβ Signaling in the Absence of Tgif1

**DOI:** 10.1371/journal.pone.0035460

**Published:** 2012-04-13

**Authors:** Brad J. Zerlanko, Laurent Bartholin, Tiffany A. Melhuish, David Wotton

## Abstract

Transforming growth factor β (TGFβ) signaling regulates cell cycle progression in several cell types, primarily by inducing a G1 cell cycle arrest. Tgif1 is a transcriptional corepressor that limits TGFβ responsive gene expression. Here we demonstrate that primary mouse embryo fibroblasts (MEFs) lacking Tgif1 proliferate slowly, accumulate increased levels of DNA damage, and senesce prematurely. We also provide evidence that the effects of loss of Tgif1 on proliferation and senescence are not limited to primary cells. The increased DNA damage in *Tgif1* null MEFs can be partially reversed by culturing cells at physiological oxygen levels, and growth in normoxic conditions also partially rescues the proliferation defect, suggesting that in the absence of Tgif1 primary MEFs are less able to cope with elevated levels of oxidative stress. Additionally, we show that *Tgif1* null MEFs are more sensitive to TGFβ-mediated growth inhibition, and that treatment with a TGFβ receptor kinase inhibitor increases proliferation of *Tgif1* null MEFs. Conversely, persistent treatment of wild type cells with low levels of TGFβ slows proliferation and induces senescence, suggesting that TGFβ signaling also contributes to cellular senescence. We suggest that in the absence of Tgif1, a persistent increase in TGFβ responsive transcription and a reduced ability to deal with hyperoxic stress result in premature senescence in primary MEFs.

## Introduction

In response to transforming growth factor (TGF) β signaling Smad2 and Smad3 are phosphorylated by TGFβ type I receptors, associate with Smad4 and accumulate in the nucleus, where they activate target gene expression [1]–[3]. TGFβ signaling has antiproliferative effects in several cell types, including epithelial cells and primary MEFs [4]. TGFβ induces cell cycle arrest, in part, by increasing expression of CDK inhibitors, such as p15 and p21, and by decreasing expression of growth promoters, such as c-Myc [5]–[7]. The cytostatic effects of TGFβ generally result in a G1 arrest, and loss of this growth inhibitory effect due to inactivation of components of the TGFβ pathway is associated with tumorigenesis [8], [9].

Tgif1 (thymine guanine interacting factor) is a homeodomain protein of the TALE (three amino acid loop extension) superfamily [10], [11]. Tgif family members are characterized by the highly conserved homeodomain and a carboxyl-terminal extension [12]. Loss of function mutations in human *TGIF1*, have been linked to holoprosencephaly, which is a devastating developmental disease affecting craniofacial development [13], [14]. Several groups have created *Tgif1* null mutations in mice, without any strong phenotypes on a mixed strain background [15]–[18]. On a C57BL/6 strain background complete loss of Tgif1 results in placental defects and some perinatal lethality [19]. A null mutation in mouse *Tgif2* does not cause significant phenotypes on a mixed strain background. However, loss of both Tgif1 and Tgif2 together causes gastrulation defects and embryonic lethality, clearly suggesting essential overlapping functions, at least during early embryogenesis [20]. In embryos lacking both Tgif1 and Tgif2, the gastrulation defects could be partially rescued by genetically reducing the dose of Nodal, supporting an *in vivo* role for Tgifs in the Nodal/TGFβ signaling pathway [20].

Activated Smad complexes can bind directly to DNA, or can be recruited indirectly via other DNA binding proteins, and then activate transcription via interactions with general coactivators [2]. Tgifs interact with Smad2 and Smad3 in response to TGFβ signaling, and repress Smad target gene expression [21], [22]. The interaction of Tgifs with Smad2/3 results in displacement of coactivators and the recruitment of transcriptional corepressors, thereby limiting transcriptional activation in response to TGFβ. Tgif1 and Tgif2 interact with mSin3A via a conserved repression domain close to their carboxyl-termini [23], [24]. In addition, Tgif1 contains an amino-terminal PLDLS motif that recruits the CtBP1 and CtBP2 corepressors [25]. The DNA binding site for Tgifs is known, and human Tgif1 was first identified by its ability to bind to a consensus motif adjacent to a retinoid X receptor (RXR) binding sequence from the rat *Crbp2* gene [10]. Binding of TGIF1 to this element reduced transcriptional activation by RXR. More recently, TGIF1 has been shown to bind to the RXR, suggesting that it may be a more general repressor of retinoid signaling [15]. Since RXR is a common heterodimeric partner of many nuclear receptors (NR) Tgifs might repress other NR transcriptional responses, and there is evidence that RXR-LXR heterodimers are preferential targets for Tgif1 in mouse liver [26]. Thus Tgifs may regulate pathways in addition to those activated by TGFβ signals.

Mouse embryo fibroblasts (MEFs) are primary cells with limited life-span, that senesce in culture [27], [28]. Mutations in a number of genes encoding transcriptional regulators, including Sirt6 and c-Jun, exacerbate the senescent phenotype in primary MEFs [29], [30]. With increasing passage number, primary wild type MEFs proliferate more slowly and the cells take on a flatter more spread out appearance that is characteristic of senescence. At later passages senescence associated β-galactosidase (SAβG) activity can be detected, and a larger proportion of the cells become tetraploid and arrest with 8N DNA content [31]. Deletion of p53 weakens the spindle checkpoint and accelerates the rate at which MEFs become tetraploid [31], [32]. Deletion of the three Rb-related pocket proteins (Rb, p107 and p130) prevents senescence and results in immortalization, consistent with disruption of a tetraploidy checkpoint [33]. However, there is evidence suggesting that tetraploidy alone does not trigger checkpoint mediated growth arrest [34]. The senescence observed in primary MEFs is thought to be due at least in part to the stress of being placed in culture [28]. A major stress of tissue culture is growth under hyperoxic conditions, which results in accumulation of DNA damage [27]. Growth in more physiological oxygen levels decreases DNA damage in MEFs. For example, primary MEFs lacking c-Jun have increased DNA damage, increased ploidy, and undergo premature senescence [29]. Growth in reduced oxygen reverses the DNA damage phenotype and delays the onset of senescence.

We demonstrate here that primary MEFs lacking *Tgif1* have proliferation defects and early senescence. *Tgif1* null cells are more sensitive to hyperoxic stress and have higher levels of DNA damage than wild type cells. Additionally, at early passage TGFβ signaling contributes to the reduced proliferation in *Tgif1* null cells. Persistent low level TGFβ stimulation of wild type MEFs results in decreased proliferation and an increase in senescence. Thus we provide evidence that a combination of increased DNA damage and increased activity of the TGFβ pathway contribute to the proliferation defects observed in the absence of Tgif1, suggesting two independent pathways that contribute to senescence.

## Results

### Decreased proliferation and premature senescence in *Tgif1* null MEFs

When we attempted to culture MEFs isolated from mice lacking *Tgif1*, we found that they grew poorly relative to wild type cells. Additionally, a proliferative defect was reported in *Tgif1* null MEFs generated by a different targeting strategy [17]. As an initial characterization of the ability to proliferate we performed 3T3 assays on wild type, *Tgif1* null and *Tgif2* null MEFs. Wild type and *Tgif2* null MEFs proliferated robustly over the first six passages, whereas, *Tgif1* null MEFs proliferated significantly less well even at passages 3 and 4 (Figure 1A). We also determined the proportion of cells in S phase: Cells at passages 4 to 6 were incubated with EdU for 1 hour, and observed by fluorescence microscopy. The proportion of cells incorporating EdU decreased with passage number and was lower in *Tgif1* null MEFs than in wild type cells (data not shown). We next used an antibody against phosphorylated histone H3 (pHH3) to identify cells in late G2 or mitosis. As with EdU labeling, the proportion of G2/M cells decreased at later passages with fewer present in the *Tgif1* null culture (data not shown). While analyzing MEFs by microscopy, we noticed that *Tgif1* null cells appeared to be larger and flatter with larger nuclei than the wild type MEFs. When we stained *Tgif1* null MEFs with an antibody against γ-tubulin many of these cells had more than two γ-tubulin foci, consistent with having multiple centrosomes (Figure 1B). To determine whether *Tgif1* null MEFs had multiple spindles, we stained cells for pHH3 to identify cells in late G2 and mitosis, α-tubulin to identify microtubules, and with Hoechst for DNA. Based on the pHH3 and Hoechst stain, we identified cells that were in late mitosis and which, based on the α-tubulin staining, had clearly formed mitotic spindles. In most cases, where spindles were evident, the cells had formed a normal bi-polar spindle. However, in some cells more than two poles were seen, and this was more frequent in the *Tgif1* null MEFs, but increased in both genotypes with increasing passage number (for example, see Figure 1C). To determine whether *Tgif1* null MEFs were becoming senescent, we stained for senescence associated β-galactosidase (SAβG) activity at passages 5 and 6. The *Tgif1* null MEFs had significantly more SAβG positive cells in the culture than the wild type at both passages, suggesting increased senescence in cells lacking Tgif1 (Figure 1D and E). We also tested whether the reduced ability of *Tgif1* null cultures to proliferate was due to increased apoptosis by staining with annexin V. As shown in Figure 1F, there was a small but significant increase in the number of apoptotic cells in the *Tgif1* null cultures at P5, but this represented a relatively minor proportion of the culture. When we compared expression of a number of cell cycle inhibitors by western blotting, we observed an increase in the levels of both the p27 and p19 proteins in *Tgif1* null MEFs, consistent with decreased proliferation and increased senescence (Figure 1G). Thus, it appears that premature senescence represents a major contribution to the reduced proliferation rate of MEFs lacking Tgif1.

**Figure 1:**
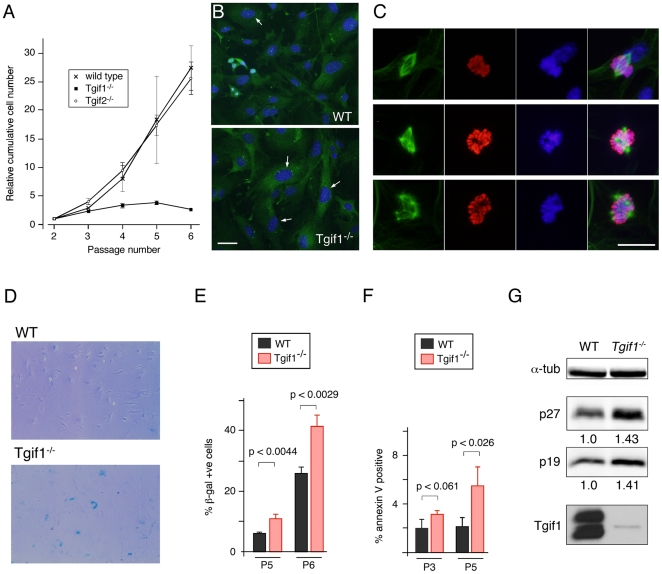
A proliferation defect in *Tgif1* null MEFs. A) Triplicate cultures of primary MEFs of the indicated genotypes were grown on a 3T3 protocol. Relative cumulative cell number is plotted against passage number. The starting number of cells (300,000) plated at passage 2 was set equal to 1 for each genotype. B) Wild type and *Tgif1* null passage 5 MEFs were examined by indirect immunofluorescence with an antibody against γ-tubulin (green) to identify centrosomes, and co-stained with DAPI for DNA (blue). Images were captured at 20×. Arrows indicate nuclei of cells with more than 2 centrosomes. Scale bar = 50 µM. C) Representative images of passage 3 cells analyzed for α-tubulin (green), pHH3 (red), and Hoechst (blue) are shown, together with a merged image of all three colors. The upper panels show a normal bipolar mitosis in a wild type cell. The lower panels show examples of multi-polar mitoses in *Tgif1* null and wild type cells. Images were captured at 20×. Scale bar = 25 µM. D) Passage 5 and 6 wild type and *Tgif1* null MEFs were stained with X-gal to detect endogenous β-galactosidase activity. E) The percentage of β-galactosidase positive cells was quantified for wild type and *Tgif1* null MEFs at passages 5 and 6, from triplicate cultures. F) Passage 3 and 5 cells were stained with annexin V to detect apoptotic cells. The proportion of positive cells (average plus s.d. of triplicate cultures) is shown. Significance as determined by Student's T test is shown. G) Passage 2 wild type and *Tgif1* null MEFs were analyzed by western blotting for the CDK inhibitors, p27 and p19, and for α-tubulin and Tgif1 as controls. The relative expression of p27 and p19 (normalized to α-tubulin) is shown below each blot.

### Increased ploidy in MEFs lacking Tgif1

To determine whether there was altered ploidy in the *Tgif1* null cultures, we stained cells with propidium iodide and analyzed them by flow cytometry (Figure 2A). We observed a significantly higher proportion of both 4N and 8N cells in the *Tgif1* null cultures, with a reduction in the 2N peak (Figure 2A, B). Additionally there was a small increase in sub-2N cells in the *Tgif1* null cultures, indicative of apoptosis (Figure 2B). The increase in 4N cells could represent cells which have arrested during G2/M, but could also include tetraploid G1 cells. The 8N population is likely to come from 4N cells that have failed to divide and have then re-replicated their DNA in the subsequent cell cycle. To examine the mechanism by which 8N cells arise, P4 MEFs were labeled with EdU for 1 hour, stained with Hoechst and then visualized by fluorescence microscopy. We found relatively few EdU positive bi-nucleate cells in either the wild type or *Tgif1* null cultures, suggesting that failure of cytokinesis after successful nuclear division was not a major route by which they become tetraploid (see Figure 2C for an example of a rare EdU positive bi-nucleate cell). To examine the alternate possibility, that *Tgif1* null cells failed both nuclear and cellular division, we analyzed images of more than 700 cells for nuclear area and Hoechst fluorescence intensity, as a measure of DNA content. This data was used to generate a cell cycle profile that had clearly distinguishable peaks representing 2N and 4N DNA content (Figure 2D). The majority of cells which were replicating their DNA (EdU positives) fell between the 2N and 4N peaks, as expected (Figure 2D). However, we also identified a number of EdU positive cells which appeared to have much higher DNA content (for example, cells c and d; Figure 2D). To quantify this we separated the area of the distribution to the right of the 4N peak into two halves and counted only the largest cells (bracket #2, Figure 2D) as being outside the normal range. At passage 4 more than 10% of EdU positive *Tgif1* null cells fell into this group, suggesting that in the absence of Tgif1, cells that become tetraploid do so primarily due to a failure of nuclear division.

**Figure 2:**
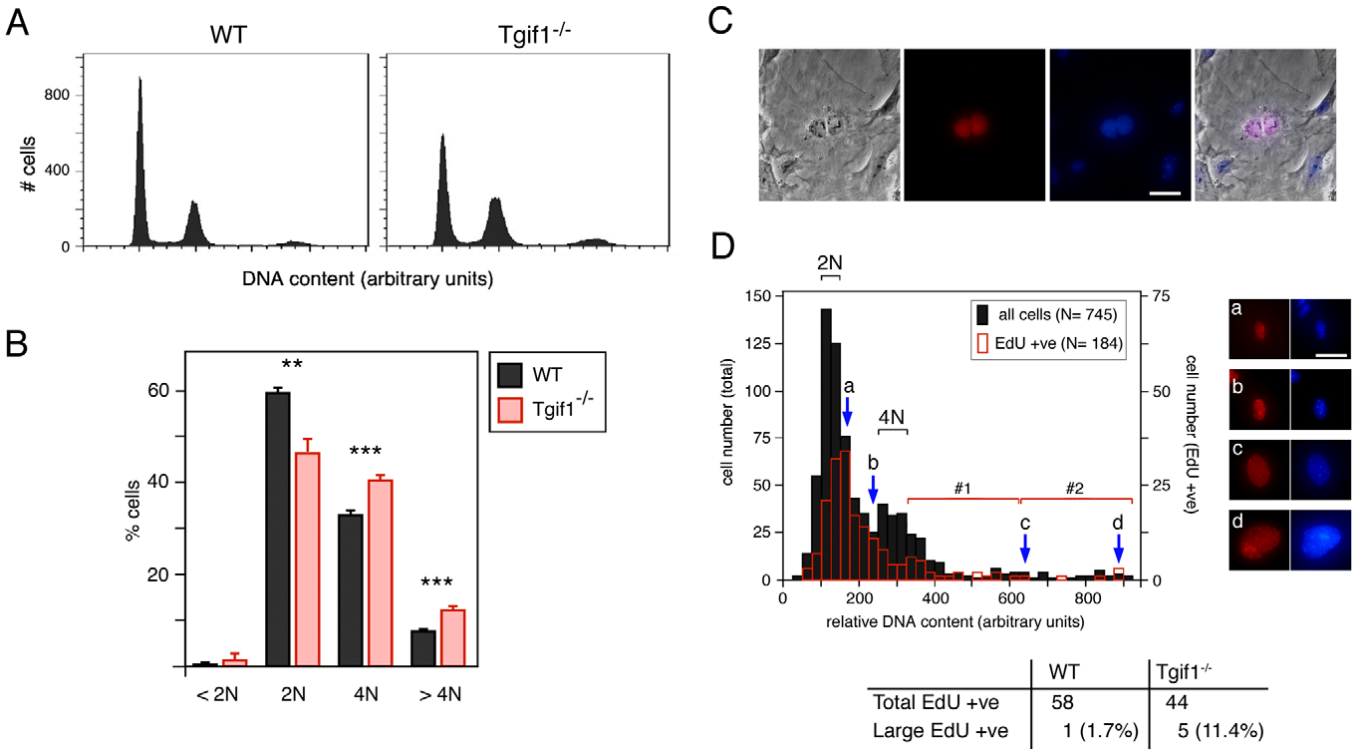
Cell cycle analysis of *Tgif1* null MEFs. A) Cell cycle profiles of wild type and *Tgif1* null MEFs at passage 4 were generated by propidium iodide staining and FACS analysis. DNA content is plotted against cell number. B) Cell cycle distribution was determined as in panel A, and the percentage of cells with 2N or 4N DNA content, as well as those with greater than 4N and less than 2N is shown, as the average + s.d of triplicate cultures. P-values determined by the Student's T test are indicated: **<0.01, ***<0.001. C and D) Wild type and *Tgif1* null MEFs were incubated with EdU (for 1 hour) and stained with Hoechst, and images were captured at 10× magnification in Openlab. A representative image of an EdU positive binucleate cell is shown (C): From left to right: Phase contrast image, EdU staining (red), Hoechst stain for DNA (blue), and an overlay of all three images. D) Relative DNA content, visualized by Hoechst stain, was determined in Openlab and is plotted against cell number (black bars, 745 cells in total). The open red bars indicate the number of EdU positive cells (of 184 total) with the indicated DNA content as determined by Hoechst staining. The approximate positions of 2N and 4N DNA content peaks are indicated. Arrows (a, b, c, d) indicate the position on the profile of the representative cells shown to the right. The region of the profile containing cells with greater than 4N DNA content was divided in half (brackets #1 and 2). EdU positive cells with DNA contents that fall into bracket 2 in the cell cycle profile were quantified as a percentage of the total EdU positive population for each genotype. Scale bars = 100 µM.

### Increased DNA damage in *Tgif1* null MEFs

One of the stresses imposed on MEFs in culture is growth under hyperoxic conditions – the 20% oxygen atmosphere of cultured cells compared to around 3–5% oxygen which cells in the animal experience. Growth in high oxygen can result in increased DNA damage, which in turn can contribute to the onset of cellular senescence [27]. To test whether there was increased DNA damage in *Tgif1* null MEFs we stained cells with an antibody that recognizes phosphorylated H2A.X (γH2AX), which is found at repair foci. In *Tgif1* null MEFs, particularly at later passages, we observed an increase in the proportion of cells with large numbers of damage foci (for example, see Figure 3A). To quantify possible differences in numbers of damage foci, we grouped cells by the number of γH2AX foci per nucleus (no foci, 1–5, 6–10, or >10 foci per nucleus), and compared the distributions of more than 200 wild type and mutant cells. At passages 4 and 5, there was a significant shift towards cells with higher numbers of damage foci in the mutant cultures, with an increase in the proportion of *Tgif1* null cells with more than 10 γH2AX foci per nucleus and a decrease in the number of cells with no foci (Figure 3B). To test whether the increase in DNA damage foci was due to hyperoxia, we cultured cells under regular tissue culture conditions (20% oxygen) or in normoxic conditions (3% oxygen) and compared the numbers of γH2AX foci per nucleus. As shown in Figure 3C, there was a significant decrease in the number of foci per nucleus for both wild type and *Tgif1* null cells when cultured in 3% oxygen.

**Figure 3:**
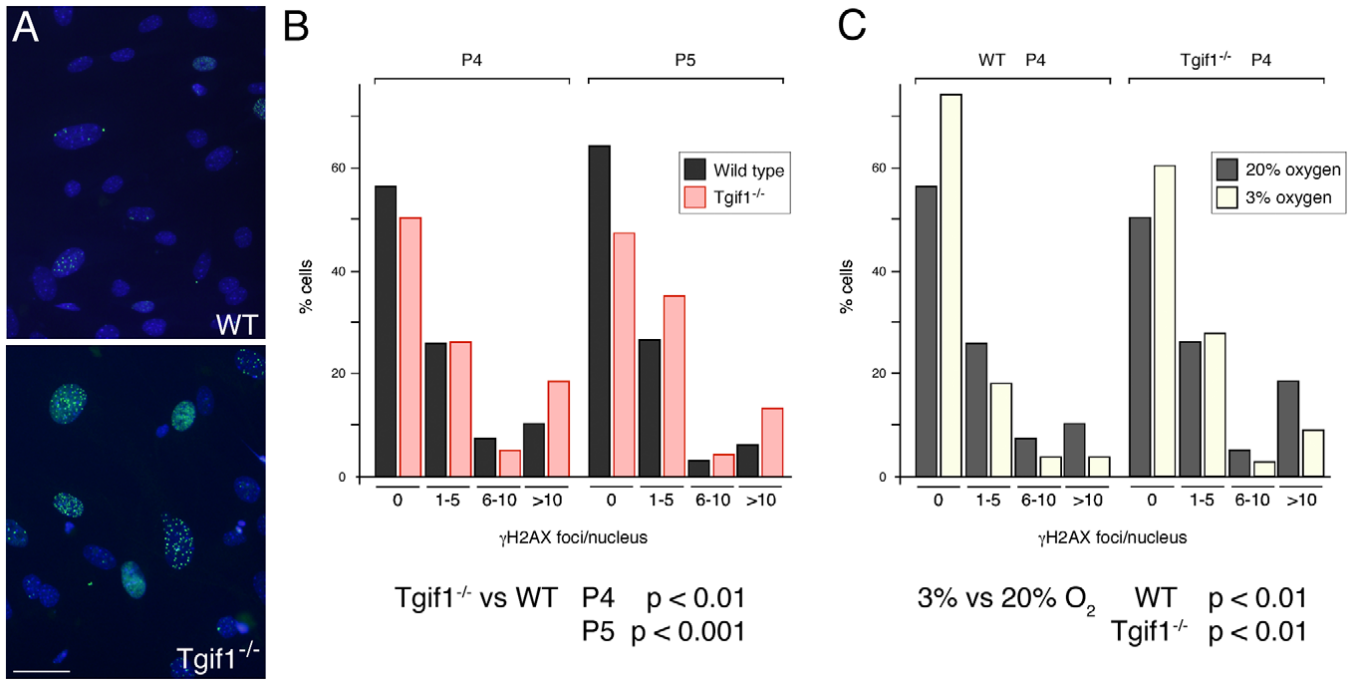
*Tgif1* null MEFs have increased DNA damage foci. A) Representative images of passage 5 cells stained with an antibody against γH2AX (green) and Hoechst (blue) are shown. Images were captured at 20×. Scale bar = 50 µM. B) The distribution of the number of γH2AX damage foci per nucleus is shown for passage 4 and 5 wild type and *Tgif1* null cells. Significance values were determined by Chi squared test, comparing the distribution in *Tgif1* null to that expected based on the wild type. C) The distributions of the number of γH2AX damage foci per nucleus in passage 4 cells were compared to those from cells that had been grown in 3% oxygen from passage 2 to 4. Data is presented and analyzed as in B. Note that the P4 MEFs analyzed for damage foci in 20% oxygen in panels B and C are the same. p-values for the comparisons of wild type to *Tgif1* null and 3% to 20% oxygen are shown below.

To directly assess the level of DNA damage we performed comet assays under denaturing conditions, to detect both single and double strand breaks. There was significantly more DNA damage in the *Tgif1* null cells compared to the wild types at passage 2 (Figure 4A). Comparison of the distribution of the amount of damaged DNA per nucleus revealed a shift in the overall distribution of damage between wild type and mutants, rather than the presence of a sub-population with much higher levels of damage (Figure 4B). We next analyzed recovery from H_2_O_2_ induced DNA damage using the comet assay. Passage 2 cells were exposed to H_2_O_2_ for 20 minutes and the amount of DNA damage scored immediately, or at time-points thereafter. After only 20 minutes of recovery there was a clear decrease in the amount of damaged DNA detected by this assay, and the wild type and mutant cells were not significantly different at this point (Figure 4C). However, at later time-points we observed significantly more residual damage in the *Tgif1* null cells compared to the wild type (Figure 4C). Analysis of the distribution of cells with different amounts of damage suggests that in the *Tgif1* null cells, there is a general shift in the distribution as seen in undamaged cells, rather than the presence of a sub-population that fails to repair (data not shown). Interestingly, while analyzing cells for mitotic spindles, we also noticed that in a number of cells in which the majority of the DNA had separated to two poles, there was a DNA bridge linking the separated chromosomes (for example, see Figure 4D). These DNA bridges were seen more frequently in the *Tgif1* null MEFs and more frequently at later passages. DNA bridges have been linked to entry into mitosis without having fully repaired DNA damage, and thus may be consistent with unrepaired DNA damage resulting in changes in ploidy [35], [36]. Together, this data suggests that *Tgif1* null MEFs are less able to deal with DNA damage induced by oxidative stress. To test whether the increased DNA damage observed in *Tgif1* null MEFs contributed to the proliferation defect, we cultured cells on a 3T3 protocol under regular tissue culture conditions (20% oxygen) or in normoxic conditions (3% oxygen). Culturing *Tgif1* null MEFs in 3% oxygen resulted in an increased proliferation rate, that was close to that observed in the wild type cells grown under standard tissue culture conditions (Figure 4E). Additionally, there was an increase in proliferation of the wild type MEFs under these conditions, suggesting that both wild type and *Tgif1* null MEF proliferation is reduced by hyperoxia. Together this data suggests that *Tgif1* null MEFs have an increased level of DNA damage, that is due in part to the hyperoxic stress of culture, and that hyperoxic stress contributes to the reduced proliferation in the absence of Tgif1.

**Figure 4:**
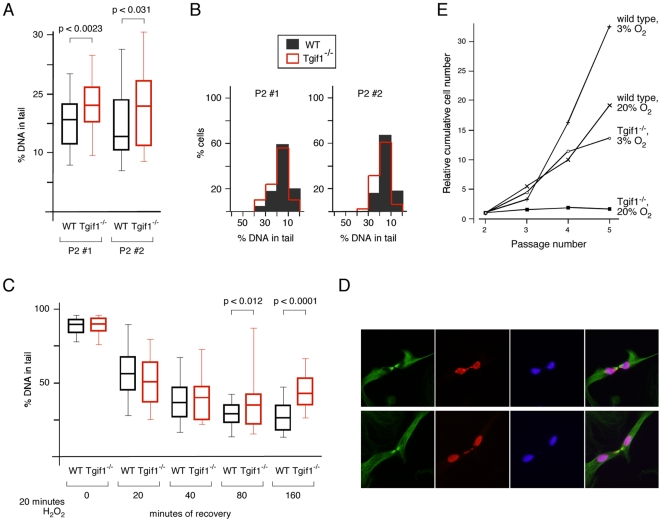
Increased DNA damage in MEFs lacking Tgif1. Passage 2 wild type and *Tgif1* null cells were analyzed by comet assay, under denaturing conditions. The percentage of total DNA in the tail was quantified for at least 50 cells per condition. A) The percentage of DNA in the tail is plotted for each of two independent batches of wild type and *Tgif1* null MEFs. Data is plotted as median, 25^th^ and 75^th^ percentiles (box) and 5^th^ and 95^th^ percentiles (whiskers). p-values determined by the Student's T test are shown. B) The data shown in A, binned into 5% blocks, are plotted to show the distribution. C) Cells were treated with 100 µM H_2_O_2_ for 20 minutes and analyzed by comet assay at time-points thereafter over a 160 minute time-course. Data are presented as in A, with p-values for comparisons between wild type and Tgif1 null shown where significant. D) representative images of mitotic cells with DNA bridges are shown for *Tgif1* null cells. Cells analyzed for α-tubulin (green), pHH3 (red), and Hoechst (blue) are shown, together with a merged image of all three colors. Images were captured at 40×. Scale bar = 25 µM. E) Wild type and *Tgif1* null MEFs were grown on a 3T3 protocol in a standard incubator (5% CO_2_ in air [20% O_2_]), or in a chamber with 5% CO_2_ and 3% O_2_. Growth is plotted as relative cumulative cell number, with the starting 300,000 cells at P2 set equal to 1.

### Transcriptional changes in *Tgif1* null MEFs

For the phenotypes described so far, the wild type MEFs display similar defects to the *Tgif1* null, either at a lower rate or a later passage, suggesting that *Tgif1* null MEFs undergo the same crisis as wild type MEFs, but at an earlier passage number. To further test this possibility we performed expression array analysis of wild type MEFs at passages 3 and 5 and *Tgif1* null MEFs at passage 3. 

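The arrays covered 9 cultures, 3 of Tgif1 null MEFs at passage 3, 3 of wild type MEFs at passage 3 and 3 of wild type MEFs at passage 5, with 1 array per culture. Tgif1 itself, the gene removed in the null, had a log2 signal of 2.73 ± 0.42 (SD, n = 3) in the Tgif1 null, 9.83 ± 0.11 (SD, n = 3) in wild type P3 and 10.10 ± 0.06 (SD, n = 3) in wild type P5 cultures. The 3 null arrays, at 2.48, 3.21 and 2.50, thus lay far below every wild type array, as their labels call for, although where the probes lie relative to the deleted part was not checked here. The authors deposited 1 log2 signal for each probe-set and array, made with GCRMA, a method that corrects each probe for background from its sequence, brings all arrays to 1 distribution and combines the probes of a probe-set. The first quartile of every array was at the lowest value, the array medians were between 2.48 and 2.50, and between 18127 and 18258 probe-sets per array had a log2 signal above 4. For 19725 probe-sets (43.7%) the 9 values spanned less than 0.1, so changes in weakly expressed genes are hidden by the background, and where 1 group lies near the lowest value, 2.23 on every array, the size of a difference is a lower bound. Across probe-sets, the correlation between replicate arrays was between 0.996 and 0.999. A single gene symbol was found for 34958 probe-sets, which cover 18194 genes together with those that match several genes. The 3 group means were fitted to all 9 arrays with limma. A probe-set is called selected in a comparison when its moderated F test over the 3 groups gave a p-value under 0.0001 and its log2 difference was at least 0.5 in size, the thresholds of the paper. Because the F test covers all 3 groups, a selected probe-set has passed no test of that comparison on its own. Rose and fell are therefore kept for probe-sets with an adjusted p under 0.05 in limma's moderated test of the comparison itself, adjusted by the Benjamini-Hochberg method over all probe-sets. The prior that limma estimated for the spread had 0.345 degrees of freedom beside 6 residual ones, so each probe-set was judged almost entirely by the spread of its own 9 values. The 3 arrays of a group can be set against 3 others in so few ways that an exact permutation test of 1 gene cannot give a p below 0.1, and by chance the groups of a gene do not overlap in 10% of cases. Gene groups were 30 lists written from general knowledge before the data were examined, although Tables S1 to S7, whose values come from these arrays, had been read. Each list was tested with limma's camera, which compares the list with all other genes, at a preset correlation between genes of 0.01 and again with the correlation estimated from the arrays. Limma's fry, which tests a list by itself without comparing it with other genes, was run as well.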

We reasoned that if *Tgif1* null MEFs undergo a similar crisis to the wild type cells, but at an accelerated rate, then there should be an overlap in the transcriptional profiles of P5 wild type and P3 *Tgif1* null MEFs. RNA was isolated from three independent cultures for each of the three cell types (P3 and P5 wild type and P3 *Tgif1* null) and analyzed on Affymetrix arrays. Data was filtered using a 0.0001 p-value cut-off and a log-fold change of +/−0.5 in any one of three pair-wise comparisons: P5 – P3, *Tgif1* null – P3, and *Tgif1* null – P5. 

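Between passages 3 and 5 of wild type MEFs, Prelp, which encodes a proteoglycan that anchors basement membranes, rose by 4.67 (SE 0.18, adjusted p = 0.000168) on the log2 scale, from 3.02 ± 0.06 (SD, n = 3) to 7.69 ± 0.27 (SD, n = 3). Rarres1, a gene induced by retinoic acid, rose by 4.45 (SE 0.05, adjusted p = 2.97e-06), starting from the lowest value the arrays give. Bex1, a small adaptor protein of neural and embryonic cells, fell by 3.85 (SE 0.12, adjusted p = 9.68e-05). The growth factor Mdk fell by 2.92 (SE 0.30, adjusted p = 0.00307), and Krt18, a keratin of simple epithelia, fell by 2.66 (SE 0.14, adjusted p = 0.000411). For each of these 5 genes, the 3 P5 arrays did not overlap with the 3 P3 arrays. The rule that named them required this, so it is no further evidence. Of all probe-sets, 1936 rose and 1953 fell between P3 and P5, and 405 rose and 312 fell in the Tgif1 null relative to wild type P3. By the F test and the log2 difference together, 812 probe-sets were selected in at least 1 comparison. In the null relative to P3, 141 were higher and 115 lower, 256 in all. In P5 relative to P3, 386 were higher and 288 lower, 674 in all, and in the null relative to P5, 273 were higher and 386 lower, 659 in all. With a prior for the spread that follows the signal and resists extreme values, 305 probe-sets were selected, and 59 passed the adjusted test between the null and P3. Without wild type P5 replicate 1, 401 were selected in any comparison, 131 between the null and P3 and 329 between P5 and P3, and without wild type P5 replicate 2, 321 between the null and P5. The probe-sets that passed the adjusted test dropped from 717 to 255 in the null relative to P3 without wild type P3 replicate 1, and from 3889 to 2076 in P5 relative to P3 without wild type P5 replicate 2.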

2094 probe-sets were selected by this cut-off (Table S1). Using a more stringent log-fold change cut-off of +/−1.0, and removing duplicate and unannotated probe-sets, the number of genes that increased by at least 2-fold in the *Tgif1* null was 78, and only 37 decreased by more than 2-fold (Table S2). 

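At a log2 difference of at least 1, 70 genes were selected between Tgif1 null and wild type P3 MEFs, 44 higher and 26 lower in the null. Atp10d, which encodes an ATPase that moves lipids across membranes, rose by 2.91 (SE 0.06, adjusted p = 3.44e-05), and lies within 2 Mb of Rasl11b, a small GTPase gene that rose by 1.46 (SE 0.19, adjusted p = 0.0232). Synpo2l, an actin-binding protein of striated muscle, rose by 3.52 (SE 0.27, adjusted p = 0.00524). In wild type P3, Atp10d had a log2 signal of 2.36 and Synpo2l of 2.79, near the lowest value of the arrays, so that the sizes of these 2 increases are lower bounds. Next to Tgif1, the largest decrease was in 1 probe-set of Pclaf, a partner of the replication clamp PCNA, which fell by 4.69 (SE 0.06, adjusted p = 5.18e-06). The other, brighter probe-set of Pclaf differed by -0.41 (SE 0.10, adjusted p = 0.134), which does not pass the test. Ntn4, a netrin of basement membranes, fell by 3.16 (SE 0.09, adjusted p = 0.000116), and Penk, the precursor of enkephalins, fell by 2.05 (SE 0.10, adjusted p = 0.00111). One of the 26 lower genes, Ikbip, fell by 2.03 (SE 0.14, adjusted p = 0.00436) by the probe-set selected, whereas its brighter probe-set differed by 0.35 (SE 0.07, adjusted p = 0.0855). Of the 78 genes that Table S2 lists as increased, 72 were at least 2-fold higher by the probe-set listed there, 52 rose and 40 were selected. Of the 37 that it lists as decreased, 33 were at least 2-fold lower, 27 fell and 21 were selected. Table S2 was chosen on these same arrays, so these counts are not independent evidence. The count of 70 dropped to 44 without wild type P5 replicate 1 and to 45 without wild type P3 replicate 1. It was 25 when the 6 arrays of these 2 groups were fitted alone.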

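Genes of the contractile apparatus of striated muscle were higher in the Tgif1 null at passage 3. Tnnc2, the calcium-binding troponin of fast muscle, rose by 3.14 (SE 0.21, adjusted p = 0.00424), from 2.70 ± 0.22 (SD, n = 3) to 5.84 ± 0.41 (SD, n = 3). Myh3, the embryonic myosin heavy chain, rose by 2.35 (SE 0.19, adjusted p = 0.00575), and Actc1, the actin of heart muscle, rose by 2.30 (SE 0.23, adjusted p = 0.0123). Myog, a transcription factor that drives the differentiation of muscle cells, rose by 2.18 (SE 0.21, adjusted p = 0.0103). Of 8 troponin genes measured, 5 were selected as at least 2-fold higher, Tnnc1, Tnnc2, Tnni1, Tnnt1 and Tnnt2, and of 23 myosin genes 3 were, Myh3, Myl1 and Myl4. Of 48 sarcomere genes, 14 rose, 0 fell and 34 did not pass the test (19 rose and 0 fell when adjusted over the list alone). Camera placed this list higher (adjusted p = 1.61e-15), a call that did not hold with an estimated correlation (adjusted p = 0.0754). Fry also placed it higher (adjusted p = 0.000957). Passage moved some of these genes the other way: between P3 and P5, Actc1 fell by 3.93 (SE 0.23, adjusted p = 0.000569) and Myh3 fell by 2.58 (SE 0.19, adjusted p = 0.000976). Of the 48 sarcomere genes, 4 rose, 8 fell and 36 did not pass between P3 and P5 (4 rose and 9 fell when adjusted over the list alone). Camera gave the list an adjusted p of 0.280 there. The median shift of the sarcomere list from the wild type P3 mean was 0.67, 0.19 and 0.08 on null replicates 1, 2 and 3. The mean shift was 1.01, 0.68 and 0.68. Markers of macrophages, immune cells of the tissue, moved with the sarcomere list. Their median shifts were 0.47, 0.20 and 0.02 and their mean shifts 0.85, 0.45 and 0.49 on the same arrays. In wild type P3, 15 of 48 sarcomere and 11 of 40 macrophage genes were above a log2 signal of 4, so the medians rest largely on genes near the background. Ctss, a protease of macrophage lysosomes, rose by 1.89 (SE 0.17, adjusted p = 0.00977). Of 40 macrophage markers, 4 rose, 0 fell and 36 did not pass (14 rose and 0 fell when adjusted over the list alone), and camera gave an adjusted p of 2.86e-10 (adjusted p = 0.105 with an estimated correlation). Fry placed the macrophage list higher (adjusted p = 0.00489).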

Among the genes that increased by more than two-fold, there was an enrichment for genes involved in muscle development, including four troponin genes and four myosin genes. We next identified which probe-sets changed in two of the three pair-wise comparisons. The majority (363/643; 56%) of probe-sets that were different between *Tgif1* null and P3 wild-type MEFs were also different between P5 and P3 wild types (Figure 5A). 

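Of the 256 probe-sets selected in the Tgif1 null relative to wild type P3, 172 (67.2%) were also selected in wild type P5 relative to P3. Tgm2, a transglutaminase that links matrix proteins, rose by 1.45 (SE 0.08, adjusted p = 0.00224) in the null and rose by 1.40 (SE 0.08, adjusted p = 0.00055) with passage. Iqgap2, a scaffold of the actin cytoskeleton, rose by 1.10 (SE 0.02, adjusted p = 2.71e-05) in the null and was 3.03-fold lower in P5 than in P3 (adjusted p = 3.84e-06). Both comparisons use the same 3 wild type P3 arrays, which could not be divided into parts of at least 2 arrays each. In 20 simulations of unchanged groups set against shared arrays the mean overlap was 0.2 probe-sets, and independent lists of these sizes would share 1.21 higher and 0.734 lower probe-sets. The first value leaves out real effects, and the second leaves out the shared arrays and the F test common to both lists. Part of the excess may therefore come from the shared arrays. Of 100 splits of the 9 arrays into 3 groups, 2 gave an overlap as large as 172. The real split is 1 of them, and the other gave 301, so the overlap is not used here to exclude chance. With limma's moderated test of each comparison in place of the F test, at the same p-value, the overlap was 63 of 178 probe-sets (35.4%). It was 79 without wild type P5 replicate 1.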

As expected, there was also a significant overlap between probes that changed in the *Tgif1* null compared to P3 wild types and to P5 wild types. 

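Of the 256 probe-sets that differed between the Tgif1 null and wild type P3, 193 (75.4%) also differed between the null and wild type P5. Aqp1, a water channel, fell by 2.06 (SE 0.14, adjusted p = 0.00424) relative to P3 and fell by 3.57 (SE 0.14, adjusted p = 0.000167) relative to P5. Myl1, a myosin light chain of fast muscle, rose by 2.52 (SE 0.25, adjusted p = 0.0113) relative to P3 and rose by 4.42 (SE 0.25, adjusted p = 0.000575) relative to P5. Tph1, which starts the synthesis of serotonin and serves as a mast cell marker, rose by 2.11 (SE 0.12, adjusted p = 0.00224) relative to P3 and rose by 3.17 (SE 0.12, adjusted p = 0.000138) relative to P5. Here the 3 null arrays stand in both comparisons. Unchanged groups gave a mean overlap of 0.05 probe-sets in 20 simulations, and independent lists would share 0.853 higher and 0.984 lower probe-sets. Neither value excludes chance, since the simulations leave out real effects and independent lists leave out the shared arrays. Of 100 splits of the 9 arrays into 3 groups, 2 gave an overlap as large as 193. The real split is 1 of them, and the other gave 309. With the moderated test of each comparison the overlap was 95, and without wild type P5 replicate 1 it was 101.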

Comparing the *Tgif1* null to both P3 wild type and P5 wild type data-sets, showed that the majority of changes were in the same direction in both comparisons. Thus 176 probe-sets (45%) out of the total overlap of 391 increased in the *Tgif1* null relative to both P3 and P5 wild type cells, and 140 (36%) decreased in both comparisons (Figure 5B). 

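Of the 193 shared probe-sets, 70 (36.3%) were higher and 77 (39.9%) lower in the Tgif1 null than in both passages of the wild type. Actc1, the actin of heart muscle, rose by 2.30 (SE 0.23, adjusted p = 0.0123) relative to P3 and rose by 6.23 (SE 0.23, adjusted p = 0.000138) relative to P5. Wdfy1, a protein of early endosomes, fell by 3.39 (SE 0.32, adjusted p = 0.0103) relative to P3 and fell by 3.67 (SE 0.32, adjusted p = 0.00208) relative to P5. In 30 further probe-sets the null was higher than P3 and lower than P5. Lims2, an adaptor at cell-matrix contacts, is one of them, at 7.22 ± 0.21 (SD, n = 3) in the null, 6.21 ± 0.20 (SD, n = 3) in P3 and 7.90 ± 0.05 (SD, n = 3) in P5. In the last 16 the null was lower than P3 and higher than P5, as for Sfrp2, a secreted Wnt antagonist, at 7.94 ± 0.11, 9.22 ± 0.11 and 6.58 ± 0.34 in the same order (SD, n = 3 each). Without wild type P5 replicate 1 the first 3 counts were 42, 37 and 10, and without wild type P3 replicate 3 the last was 8. Relative to P3, the adjusted test of Actc1 was lost in 3 of 18 alternative settings and that of Wdfy1 in 2 of 17, with adjusted p-values of up to 0.0939 and 0.0868.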

To test whether the distribution of changes among the overlap was significantly different from that expected by chance, we used a 2×2 contingency table and chi squared test. As shown in Figure 5B, the enrichment for probe-sets that increased or decreased in both comparisons was highly significant.

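Within the overlap with the null to P5 comparison, 76.2% of the probe-sets kept their direction. The chi-square of the 2 directions was 54.4, and Fisher's exact test (two-sided) gave p = 1.03e-13, both over probe-sets, which are not independent of each other. By group, and counting any probe-set of a gene, 11 of 48 sarcomere genes, 5 of 40 macrophage markers and 3 of 52 actin cytoskeleton genes were selected as higher in the null than in both passages. Tnni1, the inhibitory troponin of slow muscle, rose by 2.96 (SE 0.35, adjusted p = 0.0181) relative to P3 and rose by 4.71 (SE 0.35, adjusted p = 0.00126) relative to P5. Among probe-sets that passed the adjusted test in both comparisons, 440 in all, 202 were higher and 128 lower in both, and 50 and 60 changed direction. This overlap was 145 without wild type P3 replicate 1 and 48 with the prior for the spread that follows the signal. The shared null arrays give the same direction on their own: in simulations of unchanged groups, 96.8% of the probe-sets with a log2 difference of at least 0.5 in both comparisons did so, against 85.6% of 812 in the data. The simulations had a mean of 101.75 such probe-sets. The 2 percentages thus come from sets of unlike size and do not tell whether the agreement in the data exceeds what shared arrays give. The covariance of the log2 differences over all probe-sets was 0.0275, and 0.00685 in the simulations.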

**Figure 5:**
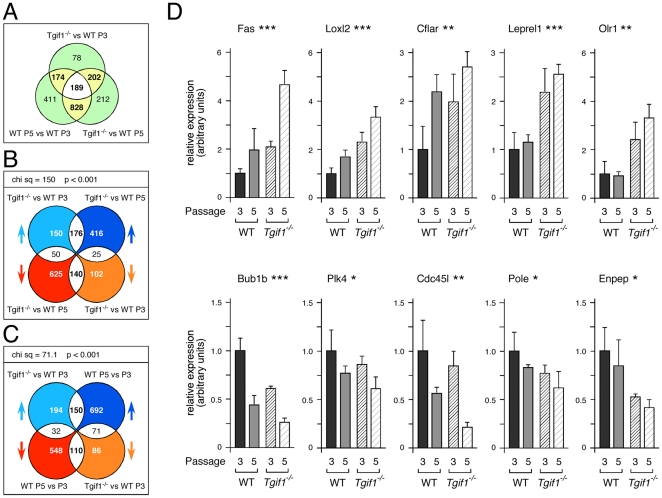
Global analysis of transcriptional changes. A) RNA from three sets of triplicate cultures (passage 3 wild type [P3], passage 5 wild type [P5], and passage 3 *Tgif1* null MEFs [null]) and was analyzed on Affymetrix expression arrays. A Venn diagram is shown with the numbers of probe-sets that changed significantly in each of three pair-wise comparisons (null – P3, null – P5, and P5 – P3). B) An analysis of the overlap between the null – P3 and null – P5 comparisons is shown as a four-way Venn diagram, allowing overlaps between a maximum of two data-sets. The arrows indicate the direction of the change in signal: For example, pale blue arrow indicates increased signal in the null – P3 comparison. Of the 376 probe-sets that increased in the null – P3 comparison, 176 increased and 50 decreased in the null – P5 comparison, whereas 150 did not change significantly in the null – P5. The distribution of changes in the probe-sets present in the overlaps (176, 25, 50, 140) was analyzed using a 2×2 contingency table and a chi squared test. The chi squared value and p-value are shown above. C) An analysis of overlap of the data from the null – P3 and P5 – P3 comparisons is shown, as in panel B. D) Expression of ten genes from the overlaps shown in B and C was analyzed by qRT-PCR in RNAs from triplicate cultures of wild type and *Tgif1* null MEFs at both passage 3 and 5. Expression is presented as the average (+ s.d.) in arbitrary units with the P2 wild type set equal to 1 for each gene. Significance levels as determined by ANOVA are indicated above (* p<0.05, ** p<0.01, *** p<0.001).

To identify the types of genes represented within these changes, we used the DAVID functional annotation tool (http://david.abcc.ncifcrf.gov) [37], [38] to assign GO terms to the probe-sets that changed in the comparison of *Tgif1* null to wild type P3 MEFs. 

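Genes of cell adhesion and of apoptosis changed in small numbers in the Tgif1 null at passage 3. Ncam1, a neural cell adhesion molecule, rose by 0.58 (SE 0.08, adjusted p = 0.0329), and Itga8, an integrin subunit of mesenchymal cells, rose by 0.31 (SE 0.05, adjusted p = 0.0411). Cd34, a sialomucin of progenitor cells, fell by 1.07 (SE 0.15, adjusted p = 0.0305), and Cdh13, a cadherin anchored in the membrane by lipid, fell by 0.79 (SE 0.11, adjusted p = 0.0319). Of 60 adhesion genes, 3 rose, 2 fell and 55 did not pass the test, the same counts as when adjusted over the list alone. Camera placed the list higher (adjusted p = 0.0374), which did not hold with an estimated correlation (adjusted p = 0.0960). Fry also placed it higher (adjusted p = 0.00489). Cflar, an inhibitor of caspase activation at death receptors, rose by 0.66 (SE 0.05, adjusted p = 0.00524), and the death receptors Fas and Tnfrsf21 rose by 1.01 (SE 0.14, adjusted p = 0.0309) and by 0.43 (SE 0.05, adjusted p = 0.0154). Of 44 apoptosis genes, 3 rose, 0 fell and 41 did not pass (7 rose and 3 fell when adjusted over the list alone), and camera gave an adjusted p of 0.404. Fry placed the apoptosis list higher (adjusted p = 0.0491). Of the 18 alternative settings, the calls of Fas, Cd34, Cdh13, Ncam1 and Itga8 were each lost in 10 to 13 and that of Cflar in 3. The rise of Ncam1 was lost in 13, with adjusted p-values of up to 0.191.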

Clusters for probe-sets with increased signal in the *Tgif1* null represented genes involved in muscle cell development and differentiation, and cell adhesion and apoptosis (Table S3). 

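Genes of mitosis and of DNA replication were lower in the Tgif1 null than in wild type MEFs of the same passage. Ccnb2, a cyclin of the entry into mitosis, fell by 0.56 (SE 0.06, adjusted p = 0.0123), and Mad2l1, which holds back anaphase until chromosomes are attached, fell by 0.47 (SE 0.05, adjusted p = 0.0151). Spc25, a kinetochore protein, fell by 0.39 (SE 0.03, adjusted p = 0.00791). Chaf1b, a subunit of the factor that assembles chromatin behind the replication fork, fell by 0.42 (SE 0.05, adjusted p = 0.0156). Of 60 mitosis genes, 14 fell, 0 rose and 46 did not pass the test (46 fell and 0 rose when adjusted over the list alone), with a median log2 difference of -0.37. Camera placed them lower (adjusted p = 1.23e-29), also with an estimated correlation (adjusted p = 0.0157). Of 51 DNA replication genes, 8 fell, 0 rose and 43 did not pass (30 fell and 0 rose when adjusted over the list alone), with a median of -0.33 and adjusted p-values from camera of 6.41e-23 and, with an estimated correlation, 0.0177. The shift was alike on all 3 null arrays: the medians of the mitosis list were -0.39, -0.39 and -0.35, and those of the replication list -0.27, -0.43 and -0.38. The adjusted calls of Ccnb2, Mad2l1 and Chaf1b were lost in 4, 5 and 6 of 18 alternative settings.

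**Figure D1:**
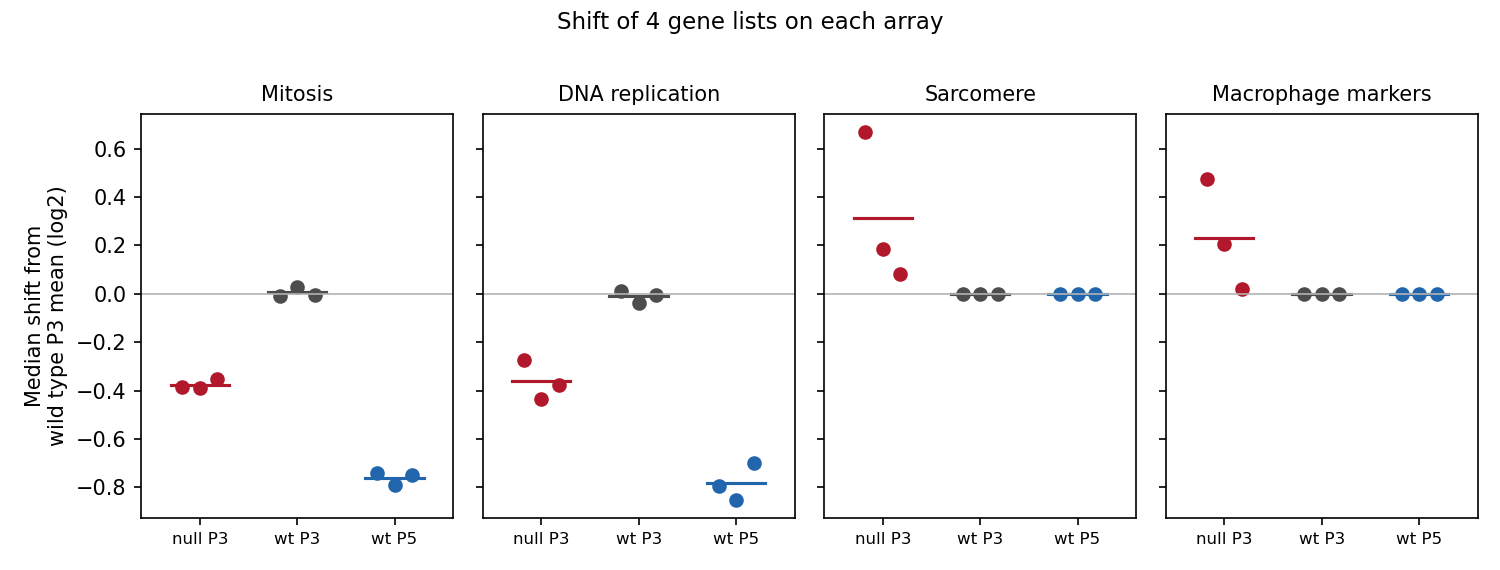
Median shift of 4 gene lists on each array, in log2 units from the mean of the wild type P3 arrays, with points for arrays and bars for group means. The mitosis and DNA replication lists lie below 0 on every null and P5 array, whereas the sarcomere and macrophage lists are highest on null replicate 1.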

Consistent with the decreased proliferation in the *Tgif1* null MEFs, probe-sets with decreased signal in the *Tgif1* null were enriched for genes involved in cell cycle progression, mitosis and DNA replication (Table S3). To further categorize the potential Tgif1-specific changes, we performed clustering analysis on the probe-sets that either increased or decreased in the comparison of *Tgif1* null to both P3 and P5 wild type cells. Cell adhesion and cytoskeletal functions remained prominent in the clusters that increased, whereas those that decreased showed much less significant changes, suggesting that many probe-sets with decreased signal in the *Tgif1* null cells overlap with changes in the later passage wild type MEFs (Table S4).

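Some genes of the actin cytoskeleton and of muscle were higher in the Tgif1 null than in both passages of the wild type. Limk2, a kinase that stabilizes actin filaments, rose by 1.32 (SE 0.11, adjusted p = 0.00735) relative to P3 and rose by 1.26 (SE 0.11, adjusted p = 0.00219) relative to P5. Coro1a, an actin regulator of white blood cells that is also on the macrophage list, rose by 1.82 (SE 0.24, adjusted p = 0.0237) relative to P3 and rose by 2.71 (SE 0.24, adjusted p = 0.00208) relative to P5. Of 52 actin cytoskeleton genes, 8 rose, 1 fell and 43 did not pass relative to P3 (14 rose and 3 fell when adjusted over the list alone), and camera gave adjusted p-values of 2.18e-06 and, with an estimated correlation, 0.0275. Relative to P5, 6 actin genes rose, 5 fell and 41 did not pass (8 rose and 8 fell when adjusted over the list alone), with adjusted p-values from camera of 0.668 and, with an estimated correlation, 0.718. Of 48 sarcomere genes, 17 rose and 3 fell relative to P5 (18 rose and 4 fell when adjusted over the list alone), and the higher place that camera gave the list (adjusted p = 1.01e-06) did not hold with an estimated correlation (adjusted p = 0.271). Counting any probe-set of a gene, 5 actin genes and 13 sarcomere genes rose relative to both P3 and P5, together with 5 macrophage markers. Of the 60 adhesion genes, 2 rose and 2 fell relative to both. Among genes lower in the null than in both P3 and P5, there was 1 of 51 DNA replication genes, 0 of 60 mitosis genes and 0 of 63 DNA repair genes by limma's adjusted test. The rise of Coro1a relative to P3 was lost in 11 of 18 alternative settings, with adjusted p-values of up to 0.112.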

We next examined probe-sets that changed significantly with both increasing passage and with loss of Tgif1. 

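Of the 172 probe-sets selected in both the Tgif1 null and wild type P5 relative to P3, 65 (37.8%) were higher and 36 (20.9%) lower in both, whereas 32 were higher in the null and lower in P5, and 39 the reverse. Zdhhc14, an enzyme that attaches fatty acids to proteins, rose by 2.19 (SE 0.16, adjusted p = 0.00503) in the null and rose by 1.23 (SE 0.16, adjusted p = 0.00696) in P5. Crabp1, which binds retinoic acid in the cytoplasm, fell by 0.92 (SE 0.05, adjusted p = 0.00144) in the null and fell by 0.81 (SE 0.05, adjusted p = 0.000496) in P5. Ccn5, a secreted protein that restrains the growth of smooth muscle cells, went in opposite directions, as it fell by 1.41 (SE 0.20, adjusted p = 0.0299) in the null and rose by 2.77 (SE 0.20, adjusted p = 0.000972) in P5. The same direction held for 58.7% of the 172. Fisher's exact test (two-sided), which the paper does not use, gave p = 0.0591. The chi-square, which the paper uses, was 3.99, just past the 0.05 limit, over probe-sets that are not independent. This chi-square was 8.27 after quantile normalization and 8.79 after median centring. It was 13.8 and 20.4 when only probe-sets with a log2 signal above 4 or above 6 on at least 3 arrays were tested. With the replicate numbers as a block it was 1.50. With 1 array left out it ran from 0.426 (wild type P3 replicate 3) to 14.3 (wild type P3 replicate 2). With the prior that follows the signal, 48.6% of 105 probe-sets had the same direction (chi-square 0.403), and with the moderated test of each comparison 79.4% of 63 did (chi-square 21.7).

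**Figure D2:**
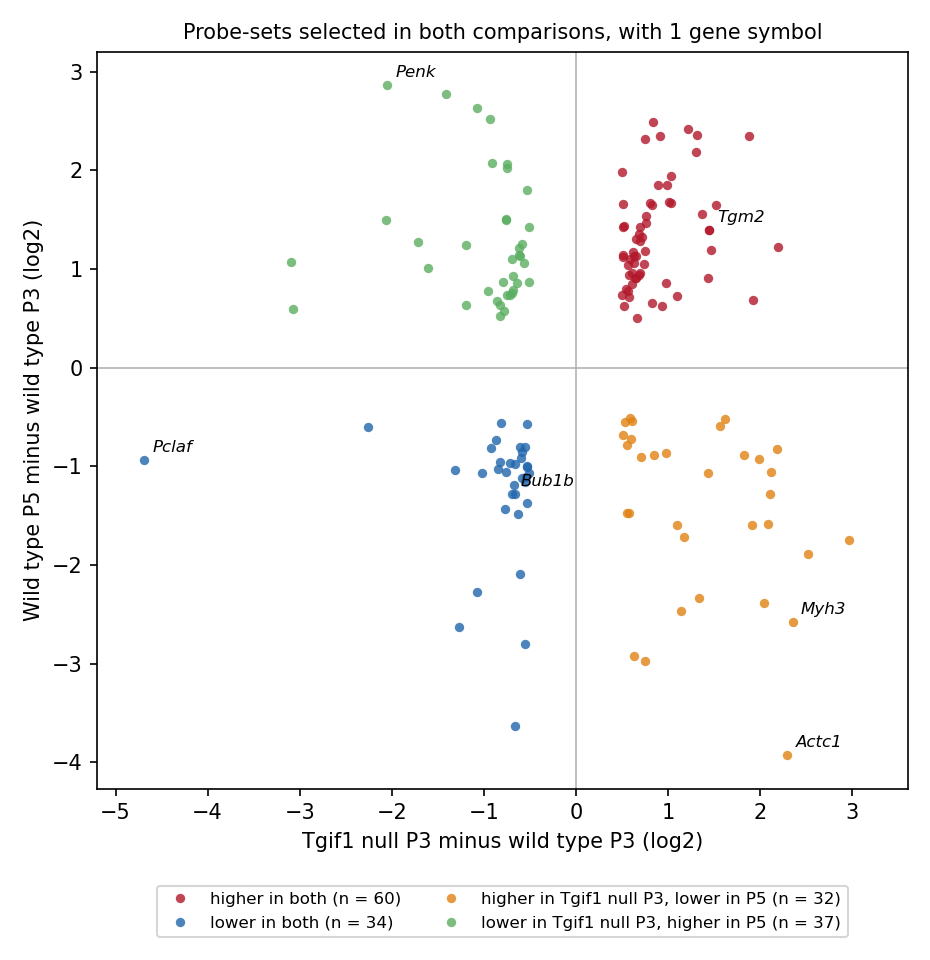
Log2 difference of wild type P5 from P3 against that of the Tgif1 null from P3, for probe-sets selected in both comparisons that match 1 gene. Of these, 60 are higher in both, 34 lower in both, 32 higher in the null and lower in P5, and 37 lower in the null and higher in P5.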

Of the 363 probe-sets that changed in both P5 wild type and *Tgif1* null MEFs compared to the P3 control, the majority had an increased signal in both, or a decreased signal in both (Figure 5C; 150/363 up in both, and 110/363 down in both). There was an enrichment for genes involved in DNA replication, cell cycle progression and mitosis in the 110 probe-sets that decreased in both P5 MEFs and P3 MEFs lacking Tgif1, whereas, genes with links to apoptosis were enriched among probe-sets with increased signal in both comparisons (Table S5). This analysis suggests that the major overlap between transcriptional changes in P5 MEFs and *Tgif1* null MEFs represents genes involved in cell cycle progression and cell death, consistent with the proliferation defects in *Tgif1* null MEFs. 

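Genes of cell division were lower in wild type P5 MEFs as well as in the Tgif1 null. Counting any probe-set of a gene, 15 of 60 mitosis genes, 9 of 51 DNA replication genes and 5 of 63 DNA repair genes fell both in the null and in P5, and 0 of them rose in both. Cenpf, a protein of the kinetochore, fell by 1.02 (SE 0.05, adjusted p = 0.000389) in P5, and Cdc20, which activates the anaphase-promoting complex, fell by 0.63 (SE 0.03, adjusted p = 0.000455). Orc6, a subunit of the origin recognition complex, fell by 0.75 (SE 0.03, adjusted p = 0.000215). In P5, 55 of the 60 mitosis genes fell, 0 rose and 5 did not pass (59 fell when adjusted over the list alone), and 39 of the 51 replication genes fell, 0 rose and 12 did not pass (47 fell when adjusted over the list alone). The median log2 differences were -0.76 and -0.82, with adjusted p-values from camera of 3.82e-38 and 3.44e-28 and, with an estimated correlation, of 0.00782 and 0.0102. The null was compared with P5 directly as well: camera placed both lists higher in the null (adjusted p = 1.01e-17 and 9.77e-14), which did not hold with an estimated correlation (adjusted p = 0.0607 and 0.0657). Of the mitosis genes 35 rose relative to P5 (44 rose and 1 fell when adjusted over the list alone), and of the replication genes 22 (31 and 0). Of 44 apoptosis genes, Cflar and Fas, 2 genes, rose in both comparisons, by 0.51 and 0.83 in P5 (SE 0.05 and 0.14, adjusted p = 0.00282 and 0.019). In P5 alone, 7 apoptosis genes rose, 5 fell and 32 did not pass (9 rose and 6 fell when adjusted over the list alone), and camera gave an adjusted p of 0.748. Casp2, an initiator caspase, fell by 0.72 (SE 0.07, adjusted p = 0.0031), and Tnfrsf21, which rose in the null, fell by 0.49 (SE 0.05, adjusted p = 0.00249).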

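Counted by the adjusted test of each comparison, the overlap between the Tgif1 null and wild type P5 was 438 probe-sets, 61.1% of those that rose or fell in the null. Of these, 196 rose in both and 175 fell in both, 34 rose in the null and fell in P5, and 33 did the reverse, so that 84.7% had the same direction. This overlap rests on the spread and on the arrays and probe-sets used. With a prior that follows the signal and resists extreme values it was 22, with 59.1% in the same direction. With the replicate numbers as a block it was 84 (86.9%). Without Tgif1 null replicate 2 and without wild type P3 replicate 1 it was 162 (75.9%) and 166 (92.8%). When only probe-sets with a log2 signal above 4 or above 6 on at least 3 arrays were tested, it was 969 (81.5%) and 946 (82.5%). Krt7, a keratin of simple epithelia, fell by 0.72 (SE 0.08, adjusted p = 0.0143) in the null and fell by 0.96 (SE 0.08, adjusted p = 0.00133) in P5. Hoxa5, which gives cells their place along the body axis, rose by 0.52 (SE 0.07, adjusted p = 0.0218) in the null and rose by 0.52 (SE 0.07, adjusted p = 0.00637) in P5. The chi-square of the directions was 211, and Fisher's exact test (two-sided) gave p = 8.22e-52 over probe-sets that are not independent. Independent lists of these sizes would share 17.4 rising and 13.5 falling probe-sets. The wild type P3 arrays are shared here as well: unchanged groups gave the same direction in 95.3% of the probe-sets with a log2 difference of at least 0.5 in both comparisons, against 75.0% of 723 in the data. The simulations of unchanged groups had a mean of 98.55 such probe-sets. Because the sets are of unlike size, the percentages do not place the agreement in the data above or below chance.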

We next selected a panel of ten genes represented by probe-sets that changed either in a Tgif1-specific manner or dependent on both passage and loss of Tgif1 and analyzed expression by qRT-PCR. For this analysis we also included RNAs generated from P5 *Tgif1* null MEFs. 

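Of 255 probe-sets of 111 genes of mitosis and DNA replication, 8 were selected as lower in both the Tgif1 null and wild type P5. Kif23, a motor protein of cell division, fell by 0.87 (SE 0.07, adjusted p = 0.00782) in the null and fell by 0.73 (SE 0.07, adjusted p = 0.00321) in P5. Bub1b, a kinase of the spindle checkpoint, fell by 0.69 (SE 0.10, adjusted p = 0.0291) in the null and fell by 1.29 (SE 0.10, adjusted p = 0.00111) in P5. Mcm5, a subunit of the replicative helicase, fell by 0.55 (SE 0.05, adjusted p = 0.00821) and by 1.16 (SE 0.05, adjusted p = 0.000219), and Uhrf1, which maintains DNA methylation at replication, fell by 0.58 (SE 0.05, adjusted p = 0.00707) and by 1.12 (SE 0.05, adjusted p = 0.000237). The others were Pold3 and Pole, subunits of DNA polymerases, Lig1, which joins newly made DNA strands, and Aurkb, a mitotic kinase. In the null, the log2 differences of the 8 were between -0.87 and -0.53, and 6 were between -0.7 and -0.5. In P5 they were between -1.29 and -0.73. By the adjusted test, 27 of the probe-sets fell in the null, 24 of them by 0.7 or less, and all 27 also fell in P5. The call of Bub1b in the null was lost in 11 of 18 alternative settings, with adjusted p-values of up to 0.210.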

While many of the probe-sets representing cell cycle related genes that were reduced in both the P5 and *Tgif1* null MEFs had relatively modest changes (−0.5 to −0.7 log), we were able to verify statistically significant changes in expression by qRT-PCR (Figure 5D). For example, *Loxl2* expression increased with passage and with loss of Tgif1 and *Bub1b* decreased in both conditions. In contrast, *Leprel1* and *Olr1* appeared to be Tgif1-specific; their expression increased in *Tgif1* null MEFs but was not affected by passage (Figure 5D). Taken together, this analysis suggests that there is considerable overlap between the changes in MEFs lacking Tgif1 and in MEFs at later passage, consistent with the notion that *Tgif1* null MEFs are undergoing a similar crisis to later passage wild type cells.

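Cdkn2a, Il6 and Cxcl5 rose with passage and did not rise in the Tgif1 null. Cdkn2a, whose products are the cell cycle inhibitors that accumulate as MEFs are cultured, rose by 1.94 (SE 0.09, adjusted p = 0.000349) in wild type P5 and differed by -0.05 (SE 0.09, adjusted p = 1) in the Tgif1 null. By western blot, the paper reports more of the p27 and p19 proteins in Tgif1 null MEFs at passage 2 (Figure 1G). The arrays measure RNA at passage 3 and do not test that result. Il6, a cytokine secreted by senescent cells, rose by 2.08 (SE 0.17, adjusted p = 0.00144) in P5 and differed by -0.91 (SE 0.17, adjusted p = 0.0671) in the null. Cxcl5, a chemokine, rose by 1.28 (SE 0.23, adjusted p = 0.0226) in P5 and fell by 1.71 (SE 0.23, adjusted p = 0.027) in the null. Another inhibitor of cyclin-dependent kinases, Cdkn1c, fell by 2.27 (SE 0.16, adjusted p = 0.000972) in P5, and of 10 such inhibitors and pocket proteins 3 rose, 2 fell and 5 did not pass there (camera adjusted p = 0.401). The difference between null and P5 was tested for the first 3 genes: relative to P5, Cdkn2a fell by 1.99 (SE 0.09, adjusted p = 0.000319), Il6 fell by 2.99 (SE 0.17, adjusted p = 0.000581) and Cxcl5 fell by 2.99 (SE 0.23, adjusted p = 0.00149) in the null. Of 42 factors secreted by senescent cells, 1 rose, 1 fell and 40 did not pass in the null (3 rose and 3 fell when adjusted over the list alone), and camera gave adjusted p-values of 0.530 and, with an estimated correlation, 0.546. In P5 relative to P3, 9 of these factors rose and 1 fell, and camera placed the list higher (adjusted p = 0.000265, and 0.0202 with an estimated correlation). In the null relative to P5, 2 rose and 11 fell, and camera placed the list lower (adjusted p = 0.00440), which did not hold with an estimated correlation (adjusted p = 0.0806). Over all probe-sets, the covariance of the log2 differences of the null and of P5 from P3 was 0.0169, and 0.00675 in simulations of unchanged groups that share the P3 arrays, a difference of 0.0102. The correlation across probe-sets was 0.252 in the data and 0.496 in the simulations. From the number of probe-sets that changed in both comparisons, the direction they share, the cell cycle and apoptosis genes among them and the quantitative PCR of a panel of genes (Figure 5), the paper reads the overlap as considerable and as fitting the idea of a crisis in Tgif1 null MEFs like that of wild type MEFs at later passage.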

### Proliferation defects and gene expression changes with transient Tgif1 reduction

Given the similarity between the effects of loss of Tgif1 and increased passage in MEFs, we wondered whether any similar effects of reducing Tgif1 levels might be seen in other cell types. To determine whether the effects of loss of Tgif1 function on proliferation and gene expression were limited to primary MEFs we tested the effects of transient knock-down of *Tgif1* in the mouse liver cell line, NMuLi, and in the normal murine mammary gland cell line, NMuMG. We have previously shown that knocking down *Tgif1* in NMuLi cells affects expression of a sub-set of nuclear receptor regulated genes, suggesting that they may be a good model in which to test effects of Tgif1 [26]. We transiently knocked-down *Tgif1* and isolated protein 48 hours later, or analyzed parallel cultures for SAβG staining at 72 hours (Figure 6A and B). In both NMuLi and NMuMG we observed a small but significant increase in SAβG staining in the *Tgif1* knock-down at 72 hours post-transfection (Figure 6B). Since the knock-down in NMuLi cells appeared to be more efficient, we also analyzed proliferation and gene expression in these cells. When control and *Tgif1* knock-down NMuLi cells were incubated with EdU to monitor DNA sysnthesis, we observed an almost two-fold decrease in the number of cells incorporating EdU in the *Tgif1* knock-down cultures (Figure 6C). Thus, it appears that reducing Tgif1 levels results in both decreased proliferation and increased senescence in immortalized cells as well as in primary MEFs. To further probe the similarity between the effects of *Tgif1* knock-out and knock-down we analyzed expression of the panel of ten genes tested based on the array data (see Figure 5D). As shown in Figure 6D, six of the ten genes tested showed significant changes in expression in NMuLi cells with reduced Tgif1 expression. Thus it appears that there is good concordance between the effects of complete loss of Tgif1 function in primary MEFs and a transient reduction in Tgif1 expression levels in an immortalized cell line.

**Figure 6:**
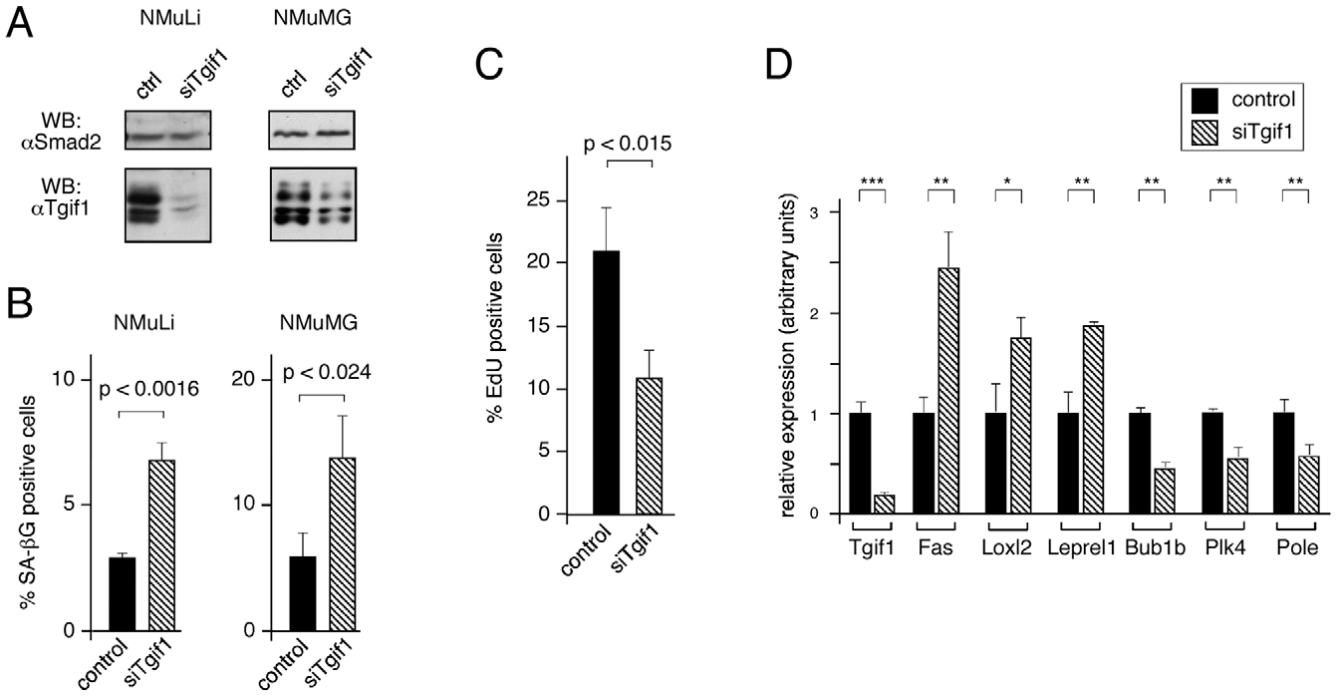
Proliferation defects with transient knock-down of *Tgif1* in NMuLi cells. A) NMuLi and NMuMG cells were transfected with siRNAs targeting *Tgif1*, or with a control pool, and Tgif1 protein levels were analyzed 48 hours later, by western blot. Smad2 levels are shown as a loading control. B) Control and *Tgif1* knock-down NMuLi and NMuMG cells were analyzed for senescence associated β-gal staining 72 hours after knock-down. The percentage of SA β-gal positive cells is presented as mean + s.d. of triplicate transfections, together with p values. C) Control and *Tgif1* knock-down NMuLi cells were analyzed for EdU incorporation, as a measure of proliferation. Cells were incubated with EdU for 1 hour, 48 hours after transfection. Data is presented as mean + s.d. of triplicate transfections, together with the p value. D) Expression of the ten genes analyzed in Figure 5D was tested in control and *Tgif1* knock-down NMuLi cells by qRT-PCR from triplicate cultures. Data is shown for *Tgif1* and the six genes for which differences in expression were significant. All p values were determined by the Student's T test (* p<0.05, ** p<0.01, *** p<0.001, for panel D).

### A role for TGFβ signaling in the growth defect

To identify pathways that changed in the absence of Tgif1 we compared our array data from the comparison of wild type and *Tgif1* null P3 MEFs (with a significance cut-off of 0.001) to publicly available data sets. 

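At an F test p-value under 0.001 and a log2 difference of at least 0.5, 557 probe-sets were selected between Tgif1 null and wild type P3 MEFs, 313 higher and 244 lower in the null. Genes known to be induced by TGFβ were among the higher ones. Ltbp1, which binds latent TGFβ to the matrix, rose by 0.54 (SE 0.06, adjusted p = 0.0145), and Bhlhe40, a transcriptional repressor, rose by 0.51 (SE 0.08, adjusted p = 0.0497). Of 43 TGFβ target genes, 4 rose, 0 fell and 39 did not pass the adjusted test (7 rose and 0 fell when adjusted over the list alone), Ltbp1 and Bhlhe40 together with Tgm2 and Cthrc1. Camera placed the list higher (adjusted p = 2.18e-06), which did not hold with an estimated correlation (adjusted p = 0.0779). Fry also placed it higher (adjusted p = 0.00254). The calls of Ltbp1 and Bhlhe40 were lost in 6 and 11 of 18 alternative settings. The public data sets were not analysed here.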

One data set of interest (GSE15871) included wild type MEFs treated with TGFβ for 1 or 10 hours, and for comparison we also analyzed data from GSE3700 in which MEFs had been treated with TNFα for 4 hours. Although only 14.6% of genes that changed in our *Tgif1* null to wild type comparison also changed in the control versus 10 hour TGFβ treatment from GSE15871, there was a significant enrichment for genes that showed either increased (55/131) or decreased (51/131) expression in the absence of *Tgif1* and in MEFs treated with TGFβ (Figure 7A). In contrast, there was no such enrichment when comparing the data from TNFα-treated MEFs with *Tgif1* null MEFs (Figure 7B). As with the overlap between *Tgif1* null and P5 wild type MEFs, probe-sets representing genes involved in cell cycle progression and DNA replication were enriched among those that decreased in both TGFβ treated and *Tgif1* null MEFs (Table S6). This analysis raised the possibility that the altered expression of a subset of genes in the *Tgif1* null MEFs was due to increased activity of the TGFβ pathway. To test this we analyzed expression of a panel of genes in *Tgif1* null MEFs treated with a TGFβ receptor kinase inhibitor (SB-431542; [39]). For five of the six genes for which there was increased expression in the *Tgif1* null and with TGFβ treatment from GSE15871, there was a significant reduction in expression when we inhibited the type I TGFβ receptor (Figure 7C). Conversely, TGFβ receptor inhibition significantly increased expression of four of the six genes for which the signal was reduced in both arrays (Figure 7C).

**Figure 7:**
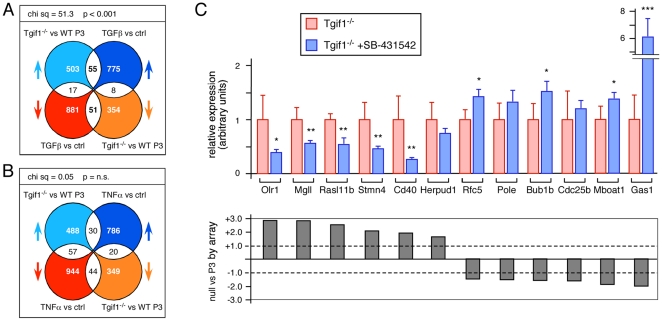
Overlap of TGFβ-mediated transcriptional changes with those in *Tgif1* null MEFs. A) Data from the comparison of *Tgif1* null to wild type P3 MEFs was compared to that from MEFs treated with TGFβ for 10 hours (from GSE15871). Total numbers of probe-sets with significant changes, and the overlaps are shown as in Figure 5. Chi squared analysis was performed as in Figure 5 and is shown above. B) Data from the comparison of *Tgif1* null to wild type P3 MEFs was compared to MEFs treated with TNFα for 4 hours (from GSE3700). Data was analyzed and is presented as in A. C) Twelve genes represented in the overlap shown in panel B were analyzed by qRT-PCR. Six genes each were selected from those that went up in both and those that went down in both. Expression was analyzed in triplicate cultures of passage 3 *Tgif1* null MEFs treated with a TGFβ receptor kinase inhibitor (1 µM SB-431542), or left untreated. Data is shown as mean (+ s.d.) with the value in the untreated cells set to 1 in each case. * p<0.05, ** p<0.01, *** p<0.001, as determined by the Student's T test. Shown below is the fold change (on a linear scale) in the comparison of the *Tgif1* null to wild type P3 array data for each gene.

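Recomputed from the deposited log2 signals by least squares, the fold of the Tgif1 null over wild type P3 on a linear scale was 2.95 for Olr1, a receptor for oxidized low-density lipoprotein, 3.3 for Mgll, a lipase, and 2.75 for Rasl11b, a small GTPase. It was 2.33 for Stmn4, a regulator of microtubules, 2.04 for Cd40, a receptor of immune signaling, and 1.61 for Herpud1, a protein of the endoplasmic reticulum stress response. Stmn4 and Cd40 had log2 signals of 2.81 and 3.24 in P3, near the background, so that their folds are uncertain. For genes lower in the null, with the fold written as negative, it was -2.11 for Gas1, -2.09 for Mboat1, a lipid acyltransferase, -1.66 for Cdc25b, a phosphatase that starts mitosis, and -1.62 for Bub1b. Rfc5, a subunit of the clamp loader, had -1.56, and Pole, the catalytic subunit of a replicative polymerase, -1.51. By limma's adjusted test Olr1 rose (log2 1.56 (SE 0.19, adjusted p = 0.0212)), as did Herpud1 (log2 0.69 (SE 0.07, adjusted p = 0.0123)) and, by 3 of its 4 probe-sets, Mgll (log2 1.72 (SE 0.24, adjusted p = 0.0275) for the probe-set with the fold given here). Cdc25b fell by 0.73 (SE 0.10, adjusted p = 0.0304) and Rfc5 fell by 0.64 (SE 0.09, adjusted p = 0.0296) on the log2 scale. Stmn4, Cd40 and Mboat1 did not pass the test, with adjusted p-values of 0.605, 0.327 and 0.084. The adjusted calls of Olr1, Herpud1, Cdc25b and Rfc5 were lost in 8, 4, 11 and 10 of 18 alternative settings.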

In addition to acting as a Smad transcriptional corepressor [22], [40], Tgif1 has been suggested to inhibit TGFβ signaling by other mechanisms, including targeting Smad2 for ubiquitin-mediated degradation and sequestering cPML to the nucleus [41], [42]. To test whether loss of Tgif1 resulted in changes in activated Smad2 levels in primary MEFs, we analyzed Smad2 phosphorylation in response to TGFβ signaling. The overall levels of Smad2, Smad3 and Smad4 proteins were not different between wild type and *Tgif1* null MEFs, whether treated with TGFβ or SB-431542 (Figure 8A). Importantly, when we analyzed the amount of receptor-phosphorylated Smad2 seen in control and *Tgif1* null MEFs, we did not observe any increase total phospho-Smad2 in the *Tgif1* null either at basal levels or in the presence of added TGFβ (Figure 8A). We next fractionated cells into digitonin and NP40 soluble fractions representing soluble cytoplasmic and nuclear fractions. As shown in Figure 8B, phospho-Smad2 was seen in both fractions in the presence of TGFβ, and the distribution of phospho-Smad2 between nuclear and cytoplasmic fractions was not different between wild type and *Tgif1* null cells. We also tested whether loss of Tgif1 might up-regulate expression of the genes encoding TGFβ1 or its receptors, but found no significant changes in expression, consistent with the lack of increase in phospho-Smad2 levels (Figure 8C). Despite the lack of effect of Tgif1 deletion on Smad2 phosphorylation and localization, we did observe an increase in the TGFβ transcriptional response in *Tgif1* null MEFs (Figure 8D). This is clearly consistent with the role of Tgif1 as a Smad transcriptional corepressor, and raises the possibility that excess Smad2/3 transcriptional activity may contribute to the proliferation defect in *Tgif1* null MEFs.

**Figure 8:**
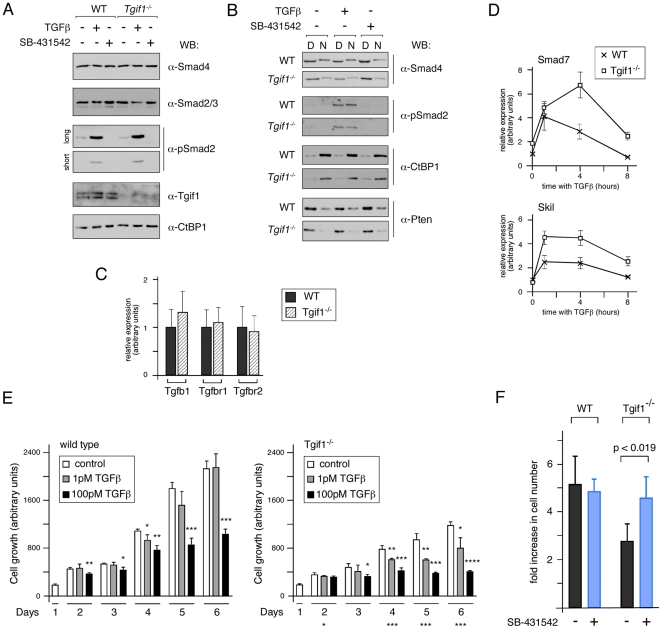
*Tgif1* null MEFs are sensitive to TGFβ mediated growth inhibition. A) Wild type and *Tgif1* null MEFs were incubated with TGFβ or SB-431542 for 1 hour as indicated, and analyzed by western blot. CtBP1 and Smad4 act as loading controls for the Smad2/3 blot. Two exposures of the phospho-Smad2 blot are shown, to allow comparison of the basal and induced phosphorylation levels. B) Western blot analysis for phospho-Smad2 of untreated and TGFβ or SB-431542 treated cells that had been separated into soluble cytoplasmic [D] and nuclear [N] fractions by sequential permeabilization with digitonin and NP40 is shown. CtBP1 (primarily nuclear) and Smad4 and Pten (both predominantly cytoplasmic) act as a fractionation controls. C) Expression of the genes encoding TGFβ1 and the TGFβ type I and type II receptors was analyzed by qRT-PCR. D) Wild type and *Tgif1* null MEFs were incubated with TGFβ for the indicated times and expression of the TGFβ-responsive *Smad7* and *Skil* genes was analyzed by qRT-PCR. E) Wild type and *Tgif1* null cells were analyzed for growth by Alamar Blue assay, daily over a 6 day period. Cells were incubated with 1 pM or 100 pM TGFβ, or without TGFβ, as indicated. Relative cell growth is shown as the average plus s.d. of triplicate wells. The significance level was determined by Student's T test, and is shown above each column for comparison to the appropriate control cultures on each day. A significant difference in growth between untreated wild type and *Tgif1* null cultures is indicated below the right hand graph. *<0.05, **<0.01, ***<0.001, ****<0.0001. F) *Tgif1* null or wild type MEFs (quadruplicate cultures) were grown on a 3T3 protocol and from P2 to P3 were treated with 0.2 µM SB-431542 twice. The relative increase in cell number (average + s.d.) is plotted for each. The p-values (determined by Student's T test) are shown for the *Tgif1* null cells treated with inhibitor, compared to the no treatment control. Differences between the wild type cultures were not significant.

To test whether *Tgif1* null MEFs were more sensitive to TGFβ-mediated growth inhibition we used an Alamar blue fluorimetric assay [43], [44]. Passage 2 cells were incubated with 1 pM or 100 pM TGFβ, or without ligand for up to 6 days and relative proliferation scored each day. As shown in Figure 8E, wild type cells were effectively growth inhibited by the higher dose of TGFβ, whereas 1 pM TGFβ had no significant effect. In contrast, significant growth inhibition of *Tgif1* null MEFs by both doses of TGFβ was evident from day 4 onwards (Figure 8E). 1 pM TGFβ resulted in up to 35% growth inhibition of *Tgif1* null cells, suggesting that they are more sensitive than wild type MEFs to the growth inhibitory effects of TGFβ. We next tested the possibility that increased activity of the TGFβ/Smad pathway contributes to the growth defect in the absence of added TGFβ. *Tgif1* null or wild type MEFs were cultured under a 3T3 protocol, and from P2 to P3 were incubated with or without a TGFβ receptor kinase inhibitor (SB-431542), and the increase in cell number was determined. We observed a significant increase in proliferation in the *Tgif1* null MEFs treated with the receptor kinase inhibitor, whereas no significant change in growth of the wild type cultures was observed (Figure 8F). This data suggests that an increase in the basal transcriptional output of the TGFβ/Smad pathway may contribute to the altered gene expression profile and proliferation defects in cells lacking Tgif1.

### A role for TGFβ signaling in senescence

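Genes that TGFβ is known to induce rose between passages 3 and 5 of wild type MEFs. Ltbp2, a matrix protein of the latent TGFβ binding family, rose by 1.70 (SE 0.05, adjusted p = 9.68e-05), and Bhlhe40 rose by 1.14 (SE 0.08, adjusted p = 0.00107). Acta2, the actin of smooth muscle and of activated fibroblasts, rose by 0.19 (SE 0.02, adjusted p = 0.00222). Of 43 TGFβ target genes, 16 rose, 0 fell and 27 did not pass the test (26 rose and 2 fell when adjusted over the list alone), and camera gave adjusted p-values of 6.09e-12 and, with an estimated correlation, 0.0202. Genes of the extracellular matrix rose too, such as Col8a1, a short-chain collagen, which rose by 0.86 (SE 0.05, adjusted p = 0.000585), and Fbln2, a fibulin, which rose by 0.51 (SE 0.04, adjusted p = 0.00106). Of 43 such genes, 19 rose, 0 fell and 24 did not pass (25 rose and 3 fell when adjusted over the list alone), with an adjusted p of 3.03e-08 from camera that did not hold with an estimated correlation (adjusted p = 0.183). Of 36 components of the TGFβ pathway itself, 5 rose, 5 fell and 26 did not pass (10 rose and 6 fell when adjusted over the list alone; camera adjusted p = 0.772), with Tgfb2 among the rising ones, as it rose by 0.72 (SE 0.11, adjusted p = 0.0125). At an F test p-value under 0.001 and a log2 difference of at least 0.5, 1494 probe-sets were selected between P5 and P3, 802 higher and 692 lower in P5. This count was 915 without wild type P5 replicate 2. The arrays of MEFs treated with TGFβ were not analysed here.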

Comparison of the transcriptional changes between TGFβ treated MEFs (GSE15871) and our P3 to P5 wild type data set revealed an enrichment for genes that increased or decreased in both TGFβ treated and later passage MEFs, and this distribution was significantly different from random (Figure 9A). Pathway analysis revealed a significant enrichment for genes involved in cell cycle and DNA replication among probe-sets that decreased in both comparisons (Table S7). Given the overlap in transcriptional profiles between increasing passage number and TGFβ treatment, we next considered the possibility that persistent low level TGFβ stimulation might both decrease growth and promote senescence in wild type cells. We therefore cultured wild type MEFs on a 3T3 protocol and added low doses of TGFβ (1 pM or 3 pM) twice per passage (see Figure 9B). Additionally, we tested the effects of acute treatment with a range of concentrations of TGFβ at P3 and P5, on wild type MEFs grown without continual stimulation. As shown in Figure 9B, there was no effect of 24 hour treatment with 1 pM TGFβ at either passage, consistent with the lack of effect of this dose of TGFβ on wild type cells seen in the Alamar Blue assay (Figure 8D). 3 pM or higher doses resulted in some growth inhibition, which was maximal by 10 pM (Figure 9B). Analysis of the cumulative cell numbers from a 3T3 assay revealed a significant decrease in proliferation of wild type cells exposed to repeated treatment with either 1 pM or 3 pM TGFβ, despite the lack of an apparent effect of 1 pM TGFβ in shorter term assays (Figure 9C). Thus, persistent exposure to low level stimulation with TGFβ appears to be able to mimic the effect of loss of Tgif1 in a 3T3 assay. Our previous data show that at passages 5 and 6 there is an increase in the number of SAβG positive cells in *Tgif1* null compared to wild type cultures (see Figure 1). When we analyzed wild type cells at passage 5 following repeated addition of TGFβ, we observed a significant increase in the proportion of SAβG positive cells in the cultures that had been exposed to persistent low dose treatment with TGFβ (Figure 9D). This suggests that prolonged low level stimulation by TGFβ can both slow the proliferation of MEFs and induce senescence.

**Figure 9:**
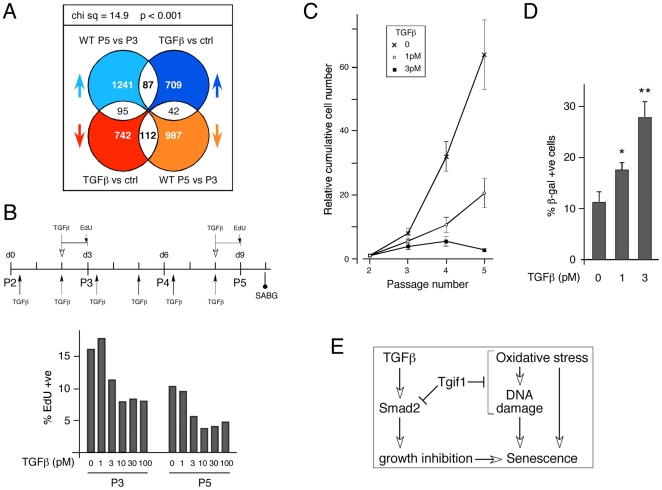
TGFβ induces growth inhibition and senescence. A) The TGFβ data-set from GSE15871 was compared to probe-set changes between P3 and P5 wild type MEFs. Data was analyzed and is presented as in Figures 5 and 7. B) The culture conditions over passages 2 to 5 are shown schematically: Arrows below indicate times at which TGFβ (1 pM or 3 pM) was added for the 3T3 assay. The time of addition of TGFβ and EdU is shown above, and the time at which the SAβG assay was performed is shown below. Relative cell proliferation was measured at passage 3 and 5 in cells grown under standard conditions, followed by a single 24 hour treatment with TGFβ at the indicated concentration. The percentage of EdU positive cells is shown. C) Cell proliferation was determined in a 3T3 assay and is shown as cumulative increase in cell number. Cells were cultured under standard conditions or with the addition of 1 or 3 pM TGFβ at the times indicated in panel B. D) The percentage (average + s.d. of triplicate cultures) of wild type cells with positive SAβG staining is shown at passage 5, after continued treatment with 1 pM or 3 pM TGFβ, or under standard conditions. Significant differences between control and plus TGFβ are shown: * p<0.05, ** p<0.01, as determined by the Student's T test. E) A tentative model describing the involvement of Tgif1 and TGFβ in the pathways leading to cellular senescence.

## Discussion

We show that primary MEFs lacking the transcriptional corepressor, Tgif1, have a compromised ability to proliferate. This appears to be due to a combination of increased activity of the TGFβ signaling pathway and increased sensitivity to oxidative stress, which together contribute to an increase in cellular senescence in MEFs lacking Tgif1 (Figure 9E). Additionally, we show that a short-term reduction in Tgif1 levels in immortalized cells causes decreased proliferation and increased senescence, suggesting that the effects of Tgif1 are not limited to primary MEFs.

The best characterized role of Tgif1 is as a repressor of TGFβ signaling [22], [40], although there is evidence for other functions of Tgif1 in the TGFβ pathway [41], [42]. Consistent with the increased TGFβ transcriptional output in *Tgif1* null MEFs, some of the defects observed in early embryos lacking both Tgif1 and Tgif2 have been shown to be partially rescued by reducing the dose of Nodal, clearly suggesting an *in vivo* role for Tgifs in the response to TGFβ family ligands [20]. Our analysis of components of the TGFβ-Smad pathway in *Tgif1* null MEFs suggests that regulating the levels of active Smad2 is not the major TGFβ pathway function of Tgif1 in primary MEFs, since we do not observe effects on Smad phosphorylation or localization. We cannot definitively rule out a contribution of such effects to the phenotypes observed in *Tgif1* null MEFs. A more detailed analysis of how Tgif1 controls TGFβ pathway output would clearly be of interest, and it remains possible that different mechanisms might function in different cells types, or at different points in the course of the TGFβ response. Additionally, it is possible that loss of Tgif1 might alter expression of components of the TGFβ pathway, thereby indirectly affecting pathway output. However, our analysis of *Tgfb1* and TGFβ receptor gene expression, as well as the lack of change in phospho-Smad2 levels, suggests that this is not a major contributor to the *Tgif1* null phenotype.

In many cell types, including epithelial cells, thymocytes and primary MEFs, TGFβ signaling promotes a G1 cell cycle arrest. In the human keratinocyte cell line, HaCaT, over-expression of Tgif1 reduced the anti-proliferative effect of TGFβ [45]. Here we show that MEFs lacking Tgif1 are more sensitive to TGFβ-mediated growth inhibition. *Tgif1* null MEFs proliferate less well, and when treated with a TGFβ type I receptor kinase inhibitor, there is a significant increase in proliferation of the *Tgif1* null cells. This suggests that there is a TGFβ/Smad-dependent component to the reduced proliferation in *Tgif1* null MEFs. It should be noted here that although culturing *Tgif1* null MEFs in the presence of the receptor kinase inhibitor for three days increased proliferation, longer term incubation (over more than one passage) resulted in a dose dependent decrease in proliferation of both wild type and *Tgif1* null cells. Together with the effect of Tgif1 knock-down in NMuLi cells shown here, and the previous demonstration that Tgif1 expression of can attenuate TGFβ mediated growth inhibition, these results suggest that Tgif1 is a key regulator of the anti-proliferative effects of TGFβ signaling. However, in myeloid cells Tgif1 knock-down decreased proliferation, without an increase in G1 cells, as would be expected with a TGFβ mediated cell cycle block [46], raising the possibility of an additional TGFβ independent role for Tgif1 in regulating proliferation. This is supported by our data, which suggest that there are additional effects of loss of Tgif1, which result in increased sensitivity to oxidative stress and increased DNA damage.

The defects in *Tgif1* null MEFs include a reduced ability to deal with DNA damage and premature induction of a senescent phenotype. Despite the increase in senescence in *Tgif1* null MEFs, there is no strong evidence for a premature aging phenotype in mice lacking Tgif1, and because mice lacking both Tgif1 and Tgif2 are not viable [20], [48] it is not possible to test whether loss of both proteins causes aging phenotypes in mice. *Tgif1* null mice in a C57BL/6 strain background show some growth retardation [19], and an increased frequency of hydrocephalus and kyphosis (data not shown). Whether these are truly aging related phenotypes remains to be determined, since placental defects may contribute to the growth retardation, and the frequency of other possible aging related phenotypes is quite low. However, it should be noted that the penetrance of senescent phenotypes even at the cellular level is quite variable [47]. Our data suggest that the increase in DNA damage in *Tgif1* null cells is due at least in part to the hyperoxic stress of being placed in culture. These phenotypes are characteristic of advanced passage wild type primary MEFs, but appear to be more severe in *Tgif1* null cells. Importantly, we show that culturing cells under more physiological oxygen conditions results in partial rescue of their ability to proliferate. It should be noted, however, that wild type MEFs also proliferated better in 3% oxygen, such that there was still a difference between wild type and null cells. Both wild type and *Tgif1* null cells had high levels of DNA damage and γH2AX-containing repair foci in their nuclei, but the number of repair foci and the amount of DNA damage were significantly higher in the *Tgif1* nulls. Thus it appears that the *Tgif1* null cells have essentially the same defects as later passage wild type MEFs – high levels of DNA damage and premature senescence – but these defects occur earlier in cells lacking Tgif1. This suggests that Tgif1 may play a role in protecting MEFs from oxidative stress. Our attempts so far to identify the precise mechanism by which Tgif1 regulates oxidative stress have not been successful. Analysis of mitotic defects in cells grown in normoxic conditions suggests that reducing the hyperoxic stress of culture conditions can reduce the number of cells with DNA bridges and multiple spindles, suggesting a link between the DNA damage and senescence phenotypes (data not shown). Comparison of the recovery of wild type and *Tgif1* null MEFs from induced DNA damage suggests that it is not a failure to repair DNA damage, but rather a higher steady state level in the *Tgif1* null. Consistent with this, we see increased phosphorylation of the checkpoint kinase Chk1 in *Tgif1* null MEFs when cultured under standard conditions (data not shown), but we have not shown any effect of inhibiting kinases involved in the DNA damage response on proliferation or DNA damage levels in *Tgif1* null MEFs. Although our array analysis revealed an overlap between transcriptional changes in *Tgif1* null and later passage wild type MEFs, we have not yet identified specific Tgif1 gene targets that might mediate the premature senescence phenotype, a task that may be complicated by the possibility that both TGFβ- dependent and independent functions of Tgif1 could play a role.

As wild type MEFs senesce, an increasing proportion of the cells become tetraploid. Analysis of the cell cycle distribution of our *Tgif1* null MEFs suggests that there is an increase in cells with both 4N and 8N DNA content, and a corresponding decrease in the 2N population. In addition to the increased ploidy in the *Tgif1* null, there was also an increase in cells with sub-2N DNA content, suggesting that there is an increase in apoptosis in the absence of Tgif1. For cells to become tetraploid, with 8N DNA content, they must first fail cytokinesis, or both nuclear and cellular division. Our analysis suggests that relatively few bi-nucleate cells enter S phase either in wild type or *Tgif1* null cultures, and it appears that the primary way in which *Tgif1* null MEFs become tetraploid is by a failure of nuclear division. This may be due to a reduced ability to clear DNA damage during G2/M, followed by escape into G1. There is evidence that entry into mitosis without having correctly cleared DNA damage results in the formation of DNA/chromatin bridges linking the separating chromosomes [35], [36]. In such cases this may result in a failure of nuclear division and the entry of 4N cells into G1, followed by DNA replication in the subsequent S phase to generate 8N cells. Thus the growth defect in *Tgif1* null MEFs is likely due in part to an increased number of tetraploid cells which do not continue to proliferate.

In addition to the effects of hyperoxic stress, there appears to be a TGFβ-dependent component to the growth defect in *Tgif1* null MEFs, and we show that persistent low level TGFβ signaling in wild type MEFs can induce senescence, even when added at levels that do not cause significant growth inhibition in shorter term assays. Thus it appears that there is a distinct TGFβ dependent pathway that can also induce senescence. One possibility is that altered expression of cell cycle regulators increases the chance that cells exit the cell cycle and become senescent. Global gene expression analysis revealed a significant enrichment for genes that were either up- or down-regulated both by loss of Tgif1 and by increasing passage, consistent with the idea that *Tgif1* null MEFs senesce prematurely. Pathway analysis shows an enrichment for genes involved in cell cycle progression and DNA replication among those that are down-regulated by both loss of Tgif1 and passage. Similarly, there was an enrichment for genes that increased or decreased expression with both the addition of TGFβ and with increasing passage, or with the addition of TGFβ and with loss of Tgif1. This analysis is consistent with Tgif1 playing a role in regulating the basal activity of the TGFβ pathway, and with increased TGFβ signaling contributing to the senescent phenotype in MEFs. Our attempts to identify a sub-set of genes that changed similarly with increasing passage, TGFβ addition and loss of Tgif1 met with limited success. Only a relatively small group of probe-sets was identified by this triple overlap analysis, and verification of the changes predicted by the array analysis was not successful for all of them. This is consistent with the model that Tgif1 slows MEF senescence by two separate pathways, namely limiting TGFβ mediated gene expression and reducing the effect of hyperoxic stress. 

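Genes that protect cells from oxygen radicals did not pass the test in the Tgif1 null. Hmox1, the heme oxygenase induced by oxidative stress, differed by 0.28 (SE 0.06, adjusted p = 0.106) from wild type P3, and Gstm1, a glutathione transferase, by -0.75 (SE 0.23, adjusted p = 0.271). Of 39 antioxidant genes, 0 rose and 0 fell by limma's adjusted test, also when adjusted over the list alone, while 3 were higher and 8 lower at an unadjusted p under 0.05, and camera gave an adjusted p of 0.773. In wild type P5, Hmox1 rose by 1.22 (SE 0.06, adjusted p = 0.000389), and 4 of the 39 rose, 1 fell and 34 did not pass (5 rose and 2 fell when adjusted over the list alone; camera adjusted p = 0.199). Genes of DNA repair were lower in the null. Ung, which removes uracil from DNA, fell by 0.47 (SE 0.04, adjusted p = 0.00819), Exo1, an exonuclease of mismatch repair, fell by 0.66 (SE 0.08, adjusted p = 0.0185), and Mre11a, a nuclease at double-strand breaks, fell by 0.26 (SE 0.03, adjusted p = 0.0237). Of 63 DNA repair genes, these 3 fell, 0 rose and 60 did not pass (15 fell and 2 rose when adjusted over the list alone), and camera gave adjusted p-values of 6.07e-11 and, with an estimated correlation, 0.0275. In P5, 24 of the 63 fell and 0 rose (33 fell and 0 rose when adjusted over the list alone), with adjusted p-values of 2.21e-12 and, with an estimated correlation, 0.0171. The adjusted calls of Ung, Exo1 and Mre11a were lost in 3, 8 and 10 of 18 alternative settings.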

Careful scrutiny of the array data reveals potential changes in some genes that are clearly consistent with the phenotypes observed, but we have as yet been unable to identify specific gene expression changes that cause the change in sensitivity to hyperoxic stress in the *Tgif1* null cells.

In summary, we show that in primary MEFs, loss of Tgif1 results in reduced proliferation, due to increased activity of the TGFβ/Smad pathway and a decreased ability to cope with hyperoxic stress (Figure 9E). This suggests that Tgif1 is a regulator of TGFβ signaling, but also points to other functions for this corepressor.

## Materials and Methods

### Ethics Statement

All animal procedures were carried out as part of protocol 3026, and were approved by the Animal Care and Use Committee of the University of Virginia, which is fully accredited by the AAALAC.

### Cell culture, MEF isolation and siRNA knock-down

The *Tgif1* and *Tgif2* alleles have been described, and were maintained on a mixed C57BL/6J×129Sv/J background. MEFs were isolated from 13.5 day mouse embryos, and cultured in DMEM (Invitrogen) with 10% Fetal Bovine Serum (Hyclone). All procedures were approved by the Animal Care and Use Committee of the University of Virginia. For 3T3 assays, MEFs were seeded at 3×10^5^ cells per 10 cm plate, trypsinized after three days, counted with a hemacytometer, and re-seeded at the same density. For growth in low oxygen, MEFs were grown in a humidified hypoxia chamber that was flooded with a gas mixture of 92% Nitrogen, 3% Oxygen, 5% Carbon Dioxide. To induce DNA damage, cells were treated with 100 µM Hydrogen Peroxide for 20 minutes at 4°C. Cells were treated with the SB-431542 TGFβ type I receptor kinase inhibitor at a concentration of 0.2 µM. For Growth analysis, cells were treated twice, at 5 and 48 hours after plating. NMuLi cells were maintained in DMEM with 10% FBS. For knock-down, cells were plated in 6 well plates and transfected with Dharmacon SMARTpool oligonucleotides against *Tgif1* [26], using DharmaFECT reagent 1. The control pool (mouse siGENOME Non-targeting siRNA pool #3) was used for the non-targeting control.

### Antibodies and immunofluorescence

Cells were grown on glass coverslips, fixed at −20°C in Methanol, and permeabilized using 0.1% Triton X-100 (Sigma) in PBS for 15 minutes. Blocking was for 45 minutes in 10% FBS in PBS. For anti-γH2AX, cells were fixed in 3.7% formaldehyde and blocked with 2% Bovine Serum Albumin, 2% Newborn Calf Serum, and 0.02% Sodium Azide, and permeabilized in 0.25% Triton X-100 in PBS for 15 minutes. DNA was stained using Hoechst 33342 (Sigma). Antibodies were as follows: Mouse anti-γ-tubulin (Sigma T6557) (1∶400), rabbit anti-histone H3 phospho-serine 10 (Millipore 06-570) (1∶1000), mouse anti-α-tubulin (Sigma T9026) (1∶400), mouse anti-γH2AX (Millipore JBW301) (1∶500). Antibodies were diluted in 5% FBS and incubated for 1.5 hours at room temperature. Secondary antibodies were Alexafluor 594 anti-rabbit and Alexafluor 488 anti-mouse (Invitrogen). Images were captured on an Olympus BX51 microscope and images visualized in OpenLab and Photoshop CS2. Quantification of fluorescence intensity and area was performed in OpenLab.

### Senescence associated β-gal and annexin V staining

Cells were fixed in 20% formaldehyde, 2% glutaraldehyde in PBS at room temperature, and stained using a Senescence Associated β-Galactosidase staining kit (Cell Signaling #9860). Staining was visualized using a Leica MZ16 stereomicroscope, and images captured with a QImaging 5.0 RTV digital camera. For annexin staining, cells were washed in PBS, then in cold Annexin binding buffer (1 mM HEPES, 140 mM NaCl, 2.5 mM CaCl2, pH 7.4), and stained with Annexin V (594 conjugate, Molecular Probes, A13203) diluted in Annexin binding buffer for 15 minutes at room temperature in the dark. Images were captured on an Olympus BX51 microscope and images visualized in Photoshop CS2.

### Cell cycle analysis

Cells were fixed in 70% ethanol at 4°C. DNA was stained with Propidium Iodide (Sigma P4170) and analyzed by flow cytometry on a Becton Dickinson FACSCalibur and analyzed with FlowJO. For cell cycle profiles generated by fluorescence microscopy, cells were labeled with 10 µM EdU for 1 hour at 37°C. Following fixation in 4% paraformaldehyde, cells were permeabilized with Triton X-100 for 30 minutes at room temperature, and stained with an AlexaFluor 488 EdU detection kit (Click-iT EdU, Molecular Probes), according to the manufacturer's protocol, and stained with Hoechst 33342. The total DNA content was calculated by quantifying the level of Hoechst fluorescence using OpenLab, and a profile was constructed from over 700 cells.

### Comet assays

Comet assays were performed using a Trevigen Comet Assay Kit (4250-050-K). Briefly, cells were either untreated or treated with 100 µM Hydrogen Peroxide for 20 minutes at 4°C. Cells (∼1000) were mixed with low melt agarose, spotted onto slides, lysed, and electrophoresed under denaturing conditions at 4°C. DNA was stained with SYBR green and fluorescence was quantified using OpenLab. Damaged DNA is represented by the amount of signal present in the ‘tail’ as a percentage of the total. At least 50 cells were analyzed for each condition.

### DNA and RNA analysis

Genomic DNA for genotype analysis was purified from ear punch (at P21) and genotype was determined by PCR, as previously described. RNA was isolated and purified using Absolutely RNA kit (Stratagene). cDNA was generated using Superscript III (Invitrogen), and analyzed in triplicate by real time PCR using a BioRad MyIQ cycler and Sensimix Plus SYBRgreen plus FITC mix (Bioline), with intron spanning primer pairs (Table S8), selected using Primer3 (http://frodo.wi.mit.edu/). Expression was normalized to Rpl4 and Actin using the delta Ct method, and is shown as mean plus standard deviation of triplicates.

### Microarray Analysis

Biological triplicates of WT passage 3 and 5, and *Tgif1* null passage 3 MEFs were analyzed on Affymetrix MOE430_2.0 arrays. Data was normalized using the Bioconductor GCRMA algorithm. Microarray data was analyzed in compliance with the MIAME guidelines, and is deposited in the GEO database (GSE24225). Three pair-wise comparisons were performed and probe-sets selected at cutoff of 0.5 fold log base 2 change in expression, and a p-value of less than 0.0001. For comparisons with publicly available data-sets the p-value cutoff was altered to 0.001. 10 hour TGFβ treatment data was from GSE15871, and 4 hour TNFα treatment data was from GSE3700. Overlaps between data sets were generated using a Venn diagram generator (http://www.pangloss.com/seidel/Protocols/venn.cgi) Comparison of overlaps was performed using a 2×2 contingency table to calculate the expected distribution of the probe-set changes within the overlap between two data sets, followed by significance testing by Chi squared analysis. Pathway analysis and GO term assignation was performed using the DAVID functional annotation clustering tool (http://david.abcc.ncifcrf.gov) [37], [38].

### Western blotting and cell fractionation

Proteins were separated by SDS-PAGE, transferred to Immobilon-P (Millipore) and proteins were visualized using ECL (Pierce). Primary antibodies were against α-tubulin (Sigma), p19 (Abcam), p27 (BD Biosciences), Pten (Cell Signaling) Smad2/3 (Millipore), Smad4 (Millipore), phospho-Smad2 (Chemicon), CtBP1 (BD Biosciences) and Tgif1 [22], and were detected with a goat anti-rabbit secondary (Pierce). Digitonin and NP40 soluble fractions representing soluble cytosolic and nuclear proteins were isolated as described [49]. Wild type and *Tgif1* null fractions were run in parallel, transferred to a single membrane and probed together. For quantification of p19 and p27, membranes were incubated with IRDye (Li-Cor) goat anti mouse or rabbit secondary antibodies and scanned on an Odyssey Infrared Imager.

## Supporting Information

Table S1 **Gene expression array data.** WT passage 3 and 5, and *Tgif1* null passage 3 MEFs were analyzed on Affymetrix MOE430_2.0 arrays. All probe-sets making a 0.0001 p-value and 0.5 log-fold change cut-off are listed.
(XLS) Click here for additional data file.

Table S2 **Tgif1-dependent gene expression changes.** All genes represented by probe-sets that showed at least a 2-fold change between wild type and *Tgif1* null P3 MEFs are listed.
(XLS) Click here for additional data file.

Table S3 **GO term analysis of probe-sets with differential signal between** ***Tgif1*** **null and wild type P3 MEFs.** The top five clusters (both increased and decreased) generated by DAVID functional annotation clustering tool (http://david.abcc.ncifcrf.gov) are shown.
(DOC) Click here for additional data file.

Table S4 **GO term analysis of probe-sets with differential signal between P3** ***Tgif1*** **null and wild type MEFs at both P3 and P5.** The top five clusters (increased) and top three clusters (decreased – clusters with an enrichment score below 1.5 were not included) generated by DAVID functional annotation clustering tool (http://david.abcc.ncifcrf.gov) are shown.
(DOC) Click here for additional data file.

Table S5 **GO term analysis of probe-sets with differential signal between** ***Tgif1*** **null and wild type P3 MEFs and between wild type P5 and P3 MEFs.** The top five clusters (both increased and decreased) generated by DAVID functional annotation clustering tool (http://david.abcc.ncifcrf.gov) are shown.
(DOC) Click here for additional data file.

Table S6 **GO term analysis of probe-sets with increased or decreased signal in comparisons between both P3** ***Tgif1*** **null and wild type MEFs (this work) and wild type MEFs treated with TGFβ (from GSE15871).** The top clusters with an enrichment score above 1.5, generated by DAVID functional annotation clustering tool (http://david.abcc.ncifcrf.gov) are shown.
(DOC) Click here for additional data file.

Table S7 **GO term analysis of probe-sets with increased or decreased signal in comparisons between both P3 and P5 wild type MEFs (this work) and wild type MEFs treated with TGFβ (from GSE15871).** The top clusters (with a cutoff of an enrichment score >1.5 and p-values of the top GO terms<0.05) generated by DAVID functional annotation clustering tool (http://david.abcc.ncifcrf.gov) are shown.
(DOC) Click here for additional data file.

Table S8 **Primers sets for qRT-PCR.** The sequences of forward and reverse primers (selected using Primer3 [http://frodo.wi.mit.edu/]) used for qRT-PCR are shown.
(DOC) Click here for additional data file.

## References

[1] Feng XH, Derynck R (2005). Specificity and versatility in tgf-beta signaling through Smads.. Annu Rev Cell Dev Biol.

[2] Massague J, Seoane J, Wotton D (2005). Smad transcription factors.. Genes Dev.

[3] Schmierer B, Hill CS (2007). TGFbeta-SMAD signal transduction: molecular specificity and functional flexibility.. Nat Rev Mol Cell Biol.

[4] Alexandrow MG, Moses HL (1995). Transforming growth factor ß and cell cycle regulation.. Cancer Res.

[5] Datto MB, Li Y, Panus JF, Howe DJ, Xiong Y (1995). Transforming growth factor ß induces the cyclin-dependent kinase inhibitor p21 through a p53-independent mechanisms.. Proc Natl Acad Sci USA.

[6] Hannon GJ, Beach D (1994). p15INK4B is a potential effector of TGF-β-induced cell cycle arrest.. Nature.

[7] Warner BJ, Blain SW, Seoane J, Massague J (1999). Myc downregulation by transforming growth factor beta required for activation of the p15(Ink4b) G(1) arrest pathway.. Mol Cell Biol.

[8] Ikushima H, Miyazono K (2010). TGFbeta signalling: a complex web in cancer progression.. Nat Rev Cancer.

[9] Massague J, Blain SW, Lo RS (2000). TGFbeta signaling in growth control, cancer, and heritable disorders.. Cell.

[10] Bertolino E, Reimund B, Wildt-Perinic D, Clerc R (1995). A novel homeobox protein which recognizes a TGT core and functionally interferes with a retinoid-responsive motif.. J Biol Chem.

[11] Burglin TR (1997). Analysis of TALE superclass homeobox genes (MEIS, PBC, KNOX, Iroquois, TGIF) reveals a novel domain conserved between plants and animals.. Nucl Acids Res.

[12] Hyman CA, Bartholin L, Newfeld SJ, Wotton D (2003). Drosophila TGIF proteins are transcriptional activators.. Mol Cell Biol.

[13] Gripp KW, Wotton D, Edwards MC, Roessler E, Ades L (2000). Mutations in TGIF cause holoprosencephaly and link NODAL signalling to human neural axis determination.. Nat Genet.

[14] Muenke M, Beachy PA (2000). Genetics of ventral forebrain development and holoprosencephaly.. Curr Opin Genet Dev.

[15] Bartholin L, Powers SE, Melhuish TA, Lasse S, Weinstein M (2006). TGIF inhibits retinoid signaling.. Mol Cell Biol.

[16] Jin JZ, Gu S, McKinney P, Ding J (2006). Expression and functional analysis of Tgif during mouse midline development.. Dev Dyn.

[17] Mar L, Hoodless PA (2006). Embryonic fibroblasts from mice lacking Tgif were defective in cell cycling.. Mol Cell Biol.

[18] Shen J, Walsh CA (2005). Targeted disruption of Tgif, the mouse ortholog of a human holoprosencephaly gene, does not result in holoprosencephaly in mice.. Mol Cell Biol.

[19] Bartholin L, Melhuish TA, Powers SE, Goddard-Leon S, Treilleux I (2008). Maternal Tgif is required for vascularization of the embryonic placenta.. Dev Biol.

[20] Powers SE, Taniguchi K, Yen W, Melhuish TA, Shen J (2010). Tgif1 and Tgif2 regulate Nodal signaling and are required for gastrulation.. Development.

[21] Melhuish TA, Gallo CM, Wotton D (2001). TGIF2 interacts with histone deacetylase 1 and represses transcription.. J Biol Chem.

[22] Wotton D, Lo RS, Lee S, Massague J (1999). A Smad transcriptional corepressor.. Cell.

[23] Melhuish TA, Wotton D (2006). The Tgif2 gene contains a retained intron within the coding sequence.. BMC Mol Biol.

[24] Wotton D, Knoepfler PS, Laherty CD, Eisenman RN, Massague J (2001). The Smad Transcriptional Corepressor TGIF Recruits mSin3.. Cell Growth Differ.

[25] Melhuish TA, Wotton D (2000). The interaction of C-terminal binding protein with the Smad corepressor TG-interacting factor is disrupted by a holoprosencephaly mutation in TGIF.. J Biol Chem.

[26] Melhuish TA, Chung DD, Bjerke GA, Wotton D (2010). Tgif1 represses apolipoprotein gene expression in liver.. J Cell Biochem.

[27] Lombard DB, Chua KF, Mostoslavsky R, Franco S, Gostissa M (2005). DNA repair, genome stability, and aging.. Cell.

[28] Sherr CJ, DePinho RA (2000). Cellular senescence: mitotic clock or culture shock?. Cell.

[29] MacLaren A, Black EJ, Clark W, Gillespie DA (2004). c-Jun-deficient cells undergo premature senescence as a result of spontaneous DNA damage accumulation.. Mol Cell Biol.

[30] Mostoslavsky R, Chua KF, Lombard DB, Pang WW, Fischer MR (2006). Genomic instability and aging-like phenotype in the absence of mammalian SIRT6.. Cell.

[31] Borel F, Lohez OD, Lacroix FB, Margolis RL (2002). Multiple centrosomes arise from tetraploidy checkpoint failure and mitotic centrosome clusters in p53 and RB pocket protein-compromised cells.. Proc Natl Acad Sci U S A.

[32] Lanni JS, Lowe SW, Licitra EJ, Liu JO, Jacks T (1997). p53-independent apoptosis induced by paclitaxel through an indirect mechanism.. Proc Natl Acad Sci U S A.

[33] Sage J, Mulligan GJ, Attardi LD, Miller A, Chen S (2000). Targeted disruption of the three Rb-related genes leads to loss of G(1) control and immortalization.. Genes Dev.

[34] Uetake Y, Sluder G (2004). Cell cycle progression after cleavage failure: mammalian somatic cells do not possess a “tetraploidy checkpoint”.. J Cell Biol.

[35] Huang H, Fletcher L, Beeharry N, Daniel R, Kao G (2008). Abnormal cytokinesis after X-irradiation in tumor cells that override the G2 DNA damage checkpoint.. Cancer Res.

[36] Suzuki M, Suzuki K, Kodama S, Watanabe M (2006). Phosphorylated histone H2AX foci persist on rejoined mitotic chromosomes in normal human diploid cells exposed to ionizing radiation.. Radiat Res.

[37] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources.. Nat Protoc.

[38] Huang da W, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists.. Nucleic Acids Res.

[39] Inman GJ, Nicolas FJ, Callahan JF, Harling JD, Gaster LM (2002). SB-431542 is a potent and specific inhibitor of transforming growth factor-beta superfamily type I activin receptor-like kinase (ALK) receptors ALK4, ALK5, and ALK7.. Mol Pharmacol.

[40] Wotton D, Massague J (2001). Smad transcriptional corepressors in TGF beta family signaling.. Curr Top Microbiol Immunol.

[41] Seo SR, Ferrand N, Faresse N, Prunier C, Abecassis L (2006). Nuclear retention of the tumor suppressor cPML by the homeodomain protein TGIF restricts TGF-beta signaling.. Mol Cell.

[42] Seo SR, Lallemand F, Ferrand N, Pessah M, L'Hoste S (2004). The novel E3 ubiquitin ligase Tiul1 associates with TGIF to target Smad2 for degradation.. Embo J.

[43] Ahmed SA, Gogal RMJ, Walsh JE (1994). A new rapid and simple non-radioactive assay to monitor and determine the proliferation of lymphocytes: an alternative to [3H]thymidine incorporation assay.. J Immunol Methods.

[44] Bartholin L, Maguer-Satta V, Hayette S, Martel S, Gadoux M (2002). Transcription activation of FLRG and follistatin by activin A, through Smad proteins, participates in a negative feedback loop to modulate activin A function.. Oncogene.

[45] Lo RS, Wotton D, Massague J (2001). Epidermal growth factor signaling via Ras controls the Smad transcriptional co-repressor TGIF.. Embo J.

[46] Hamid R, Brandt SJ (2009). Transforming growth-interacting factor (TGIF) regulates proliferation and differentiation of human myeloid leukemia cells.. Mol Oncol.

[47] Rodier F, Campisi J (2011). Four faces of cellular senescence.. J Cell Biol.

[48] Taniguchi K, Anderson AE, Sutherland AE, Wotton D (2012). Loss of Tgif function causes holoprosencephaly by disrupting the Shh signaling pathway.. PLoS Genet.

[49] Merrill JC, Kagey MH, Melhuish TA, Powers SE, Zerlanko BJ (2010). Inhibition of CtBP1 activity by Akt-mediated phosphorylation.. J Mol Biol.

# Supplementary material for: Premature Senescence and Increased TGFβ Signaling in the Absence of Tgif1
**Source:** PLoS One. 2012 Apr 13;7(4):e35460. doi: 10.1371/journal.pone.0035460
**Supplement:** Table S3 — GO term analysis of probe-sets with differential signal between Tgif1 null and wild type P3 MEFs. The top five clusters (both increased and decreased) generated by DAVID functional annotation clustering tool (http://david.abcc.ncifcrf.gov) are shown.

**Table S3. GO term analysis of probe-sets with differential signal between *Tgif1* null and wild type P3 MEFs.**

| **Change1** | **Cluster2** | **Score3** | **Term4** | **p value** |
| --- | --- | --- | --- | --- |
| Increased | 1 | 4.60 | GO:0043292 contractile fiber | 0.000002 |
|  |  |  | GO:0044449 contractile fiber part | 0.000005 |
|  |  |  | GO:0030016 myofibril | 0.000009 |
|  |  |  | GO:0030017 sarcomere | 0.000017 |
|  |  |  | GO:0031674 I band | 0.000226 |
|  | 2 | 4.06 | GO:0007155 cell adhesion | 0.000001 |
|  |  |  | GO:0022610 biological adhesion | 0.000001 |
|  |  |  | GO:0016337 cell-cell adhesion | 0.007478 |
|  | 3 | 3.95 | GO:0008219 cell death | 0.000033 |
|  |  |  | GO:0016265 death | 0.000050 |
|  |  |  | GO:0006915 apoptosis | 0.000147 |
|  |  |  | GO:0012501 programmed cell death | 0.000191 |
|  | 4 | 3.12 | GO:0042692 muscle cell differentiation | 0.000013 |
|  |  |  | GO:0014706 striated muscle tissue development | 0.000142 |
|  |  |  | GO:0051146 striated muscle cell differentiation | 0.000178 |
|  |  |  | GO:0007517 muscle organ development | 0.000182 |
|  |  |  | GO:0055002 striated muscle cell development | 0.000200 |
|  | 5 | 3.01 | GO:0043292 contractile fiber | 0.000002 |
|  |  |  | GO:0044449 contractile fiber part | 0.000005 |
|  |  |  | GO:0005200 structural constituent of cytoskeleton | 0.026761 |
|  |  |  | GO:0006936 muscle contraction | 0.046447 |
|  |  |  | GO:0003012 muscle system process | 0.064745 |
| Decreased | 1 | 10.46 | GO:0051301 cell division | 1.40E-14 |
|  |  |  | GO:0007067 mitosis | 2.06E-14 |
|  |  |  | GO:0000280 nuclear division | 2.06E-14 |
|  |  |  | GO:0000087 M phase of mitotic cell cycle | 3.35E-14 |
|  |  |  | GO:0048285 organelle fission | 4.79E-14 |
|  | 2 | 9.58 | GO:0006260 DNA replication | 7.68E-11 |
|  |  |  | GO:0006259 DNA metabolic process | 1.89E-09 |
|  | 3 | 3.51 | GO:0043232 intracellular non-membrane-bounded organelle | 5.86E-07 |
|  |  |  | GO:0043228 non-membrane-bounded organelle | 5.86E-07 |
|  |  |  | GO:0015630 microtubule cytoskeleton | 0.000043 |
|  |  |  | GO:0044430 cytoskeletal part | 0.001051 |
|  |  |  | GO:0005815 microtubule organizing center | 0.001826 |
|  | 4 | 3.37 | GO:0000902 cell morphogenesis | 0.000025 |
|  |  |  | GO:0048812 neuron projection morphogenesis | 0.000031 |
|  |  |  | GO:0048858 cell projection morphogenesis | 0.000032 |
|  |  |  | GO:0048667 cell morphogenesis involved in neuron differentiation | 0.000044 |
|  |  |  | GO:0032990 cell part morphogenesis | 0.000054 |
|  | 5 | 3.20 | GO:0035295 tube development | 0.000161 |
|  |  |  | GO:0060541 respiratory system development | 0.000593 |
|  |  |  | GO:0030324 lung development | 0.001242 |
|  |  |  | GO:0030323 respiratory tube development | 0.001394 |

Footnotes:

1. Increased or decreased signal in *Tgif1* null compared to wild type P3 MEFs.

2. The top five clusters (both increased and decreased) generated by DAVID functional annotation clustering tool ([http://david.abcc.ncifcrf.gov](http://david.abcc.ncifcrf.gov/)) are shown. The five GO terms with the best p values are shown for clusters with more than five terms.

3. The enrichment score is shown for each cluster.

4. GO terms within each cluster are listed.

# Supplementary material for: Premature Senescence and Increased TGFβ Signaling in the Absence of Tgif1
**Source:** PLoS One. 2012 Apr 13;7(4):e35460. doi: 10.1371/journal.pone.0035460
**Supplement:** Table S4 — GO term analysis of probe-sets with differential signal between P3 Tgif1 null and wild type MEFs at both P3 and P5. The top five clusters (increased) and top three clusters (decreased – clusters with an enrichment score below 1.5 were not included) generated by DAVID functional annotation clustering tool (http://david.abcc.ncifcrf.gov) are shown.

**Table S4. GO term analysis of probe-sets with differential signal between P3 *Tgif1* null and wild type MEFs at both P3 and P5.**

| **Change1** | **Cluster2** | **Score3** | **Term4** | **p value** |
| --- | --- | --- | --- | --- |
| Increased | 1 | 3.02 | GO:0015629 actin cytoskeleton | 0.000003 |
|  |  |  | GO:0005856 cytoskeleton | 0.000083 |
|  |  |  | GO:0044430 cytoskeletal part | 0.000112 |
|  |  |  | GO:0043228 non-membrane-bounded organelle | 0.045215 |
|  |  |  | GO:0043232 intracellular non-membrane-bounded organelle | 0.045215 |
|  | 2 | 2.70 | GO:0007155 cell adhesion | 0.000507 |
|  |  |  | GO:0022610 biological adhesion | 0.000517 |
|  | 3 | 2.47 | GO:0015629 actin cytoskeleton | 0.000003 |
|  |  |  | GO:0003774 motor activity | 0.000017 |
|  |  |  | GO:0016459 myosin complex | 0.000055 |
|  |  |  | GO:0044430 cytoskeletal part | 0.000112 |
|  |  |  | GO:0005516 calmodulin binding | 0.122814 |
|  | 4 | 2.45 | GO:0008092 cytoskeletal protein binding | 0.001614 |
|  |  |  | GO:0051015 actin filament binding | 0.001824 |
|  |  |  | GO:0003779 actin binding | 0.003776 |
|  | 5 | 3.01 | GO:0048514 blood vessel morphogenesis | 0.001660 |
|  |  |  | GO:0001568 blood vessel development | 0.005929 |
|  |  |  | GO:0001944 vasculature development | 0.006832 |
|  |  |  | GO:0001525 angiogenesis | 0.016377 |
| Decreased | 1 | 2.48 | GO:0048812 neuron projection morphogenesis | 0.000160 |
|  |  |  | GO:0048858 cell projection morphogenesis | 0.000336 |
|  |  |  | GO:0048666 neuron development | 0.000389 |
|  |  |  | GO:0032990 cell part morphogenesis | 0.000435 |
|  |  |  | GO:0030182 neuron differentiation | 0.000486 |
|  | 2 | 1.82 | GO:0001568 blood vessel development | 0.005402 |
|  |  |  | GO:0001944 vasculature development | 0.005978 |
|  |  |  | GO:0048514 blood vessel morphogenesis | 0.013347 |
|  |  |  | GO:0001525 angiogenesis | 0.126474 |
|  | 3 | 1.55 | GO:0019210 kinase inhibitor activity | 0.004659 |
|  |  |  | GO:0019207 kinase regulator activity | 0.045557 |
|  |  |  | GO:0004857 enzyme inhibitor activity | 0.104389 |

Footnotes:

1. Increased or decreased signal in P3 *Tgif1* null MEFs compared to wild type P3 and wild type P5 MEFs.

2. The top five clusters (increased) and top three clusters (decreased – clusters with an enrichment score below 1.5 were not included) generated by DAVID functional annotation clustering tool ([http://david.abcc.ncifcrf.gov](http://david.abcc.ncifcrf.gov/)) are shown. The five GO terms with the best p values are shown for clusters with more than five terms.

3. The enrichment score is shown for each cluster.

4. GO terms within each cluster are listed.

# Supplementary material for: Premature Senescence and Increased TGFβ Signaling in the Absence of Tgif1
**Source:** PLoS One. 2012 Apr 13;7(4):e35460. doi: 10.1371/journal.pone.0035460
**Supplement:** Table S5 — GO term analysis of probe-sets with differential signal between Tgif1 null and wild type P3 MEFs and between wild type P5 and P3 MEFs. The top five clusters (both increased and decreased) generated by DAVID functional annotation clustering tool (http://david.abcc.ncifcrf.gov) are shown.

**Table S5. GO term analysis of probe-sets with differential signal between *Tgif1* null and wild type P3 MEFs and between wild type P5 and P3 MEFs.**

| **Change1** | **Cluster2** | **Score3** | **Term4** | **p value** |
| --- | --- | --- | --- | --- |
| Increased | 1 | 2.64 | GO:0042981 regulation of apoptosis | 0.000864 |
|  |  |  | GO:0043067 regulation of programmed cell death | 0.000970 |
|  |  |  | GO:0010941 regulation of cell death | 0.001018 |
|  |  |  | GO:0008219 cell death | 0.004028 |
|  |  |  | GO:0016265 death | 0.004796 |
|  | 2 | 2.60 | GO:0042981 regulation of apoptosis | 0.000864 |
|  |  |  | GO:0043067 regulation of programmed cell death | 0.000970 |
|  |  |  | GO:0010941 regulation of cell death | 0.001018 |
|  |  |  | GO:0043066 negative regulation of apoptosis | 0.004390 |
|  |  |  | GO:0043069 negative regulation of programmed cell death | 0.004910 |
|  | 3 | 2.36 | GO:0043167 ion binding | 0.000291 |
|  |  |  | GO:0046872 metal ion binding | 0.000327 |
|  |  |  | GO:0043169 cation binding | 0.000416 |
|  |  |  | GO:0046914 transition metal ion binding | 0.017716 |
|  |  |  | GO:0008270 zinc ion binding | 0.028098 |
|  | 4 | 2.32 | GO:0044449 contractile fiber part | 0.001117 |
|  |  |  | GO:0043292 contractile fiber | 0.001741 |
|  |  |  | GO:0030017 sarcomere | 0.006089 |
|  |  |  | GO:0030018 Z disc | 0.008427 |
|  |  |  | GO:0030016 myofibril | 0.009536 |
|  | 5 | 2.24 | GO:0007155 cell adhesion | 0.000986 |
|  |  |  | GO:0022610 biological adhesion | 0.001002 |
|  |  |  | GO:0016337 cell-cell adhesion | 0.051626 |
| Decreased | 1 | 13.09 | GO:0006259 DNA metabolic process | 1.20E-14 |
|  |  |  | GO:0006260 DNA replication | 4.20E-14 |
|  | 2 | 12.84 | GO:0051301 cell division | 1.66E-17 |
|  |  |  | GO:0007049 cell cycle | 1.74E-17 |
|  |  |  | GO:0000279 M phase | 2.70E-16 |
|  |  |  | GO:0022403 cell cycle phase | 4.97E-16 |
|  |  |  | GO:0022402 cell cycle process | 2.57E-15 |
|  | 3 | 6.48 | GO:0005694 chromosome | 6.78E-13 |
|  |  |  | GO:0044427 chromosomal part | 5.00E-12 |
|  |  |  | GO:0043232 intracellular non-membrane-bounded organelle | 7.80E-12 |
|  |  |  | GO:0043228 non-membrane-bounded organelle | 7.80E-12 |
|  |  |  | GO:0044430 cytoskeletal part | 0.000054 |
|  | 4 | 3.45 | GO:0003887 DNA-directed DNA polymerase activity | 0.001175 |
|  |  |  | GO:0034061 DNA polymerase activity | 0.004571 |
|  |  |  | GO:0016779 nucleotidyltransferase activity | 0.059528 |
|  | 5 | 2.71 | GO:0006281 DNA repair | 0.000342 |
|  |  |  | GO:0006974 response to DNA damage stimulus | 0.000405 |
|  |  |  | GO:0006310 DNA recombination | 0.002781 |
|  |  |  | GO:0033554 cellular response to stress | 0.004300 |

Footnotes:

1. Increased or decreased signal in both *Tgif1* null compared to wild type P3 MEFs and in wild type P5 compared to wild type P3 MEFs.

2. The top five clusters (both increased and decreased) generated by DAVID functional annotation clustering tool ([http://david.abcc.ncifcrf.gov](http://david.abcc.ncifcrf.gov/)) are shown. The five GO terms with the best p values are shown for clusters with more than five terms.

3. The enrichment score is shown for each cluster.

4. GO terms within each cluster are listed.

# Supplementary material for: Premature Senescence and Increased TGFβ Signaling in the Absence of Tgif1
**Source:** PLoS One. 2012 Apr 13;7(4):e35460. doi: 10.1371/journal.pone.0035460
**Supplement:** Table S6 — GO term analysis of probe-sets with increased or decreased signal in comparisons between both P3 Tgif1 null and wild type MEFs (this work) and wild type MEFs treated with TGFβ (from GSE15871). The top clusters with an enrichment score above 1.5, generated by DAVID functional annotation clustering tool (http://david.abcc.ncifcrf.gov) are shown.

**Table S6. GO term analysis of probe-sets with increased or decreased signal in comparisons between both P3 *Tgif1* null and wild type MEFs (our data) and wild type MEFs treated with TGF (from GSE15871).**

| **Change1** | **Cluster2** | **Score3** | **Term4** | **p value** |
| --- | --- | --- | --- | --- |
| Increased | 1 | 1.57 | GO:0001525 angiogenesis | 0.036749 |
|  |  |  | GO:0048514 blood vessel morphogenesis | 0.074578 |
|  |  |  | GO:0001568 blood vessel development | 0.106379 |
|  |  |  | GO:0001944 vasculature development | 0.110767 |
| Decreased | 1 | 4.66 | GO:0007049 cell cycle | 5.67E-08 |
|  |  |  | GO:0051301 cell division | 5.87E-08 |
|  |  |  | GO:0022402 cell cycle process | 8.38E-08 |
|  |  |  | GO:0000280 nuclear division | 8.18E-07 |
|  |  |  | GO:0007067 mitosis | 8.18E-07 |
|  | 2 | 2.23 | GO:0006260 DNA replication | 0.000004 |
|  |  |  | GO:0006259 DNA metabolic process | 0.000143 |
|  |  |  | GO:0003677 DNA binding | 0.039580 |
|  |  |  | GO:0006350 transcription | 0.889080 |
|  | 3 | 2.21 | GO:0043228 non-membrane-bounded organelle | 0.000366 |
|  |  |  | GO:0043232 intracellular non-membrane-bounded organelle | 0.000366 |
|  |  |  | GO:0015630 microtubule cytoskeleton | 0.001404 |
|  |  |  | GO:0005856 cytoskeleton | 0.003022 |
|  |  |  | GO:0044430 cytoskeletal part | 0.004962 |

Footnotes:

1. Increased or decreased signal in both *Tgif1* null MEFs compared to wild type P3 and in wild type MEFs treated with TGF.

2. The top clusters with an enrichment score above 1.5, generated by DAVID functional annotation clustering tool ([http://david.abcc.ncifcrf.gov](http://david.abcc.ncifcrf.gov/)) are shown. The five GO terms with the best p values are shown for clusters with more than five terms.

3. The enrichment score is shown for each cluster.

4. GO terms within each cluster are listed.

# Supplementary material for: Premature Senescence and Increased TGFβ Signaling in the Absence of Tgif1
**Source:** PLoS One. 2012 Apr 13;7(4):e35460. doi: 10.1371/journal.pone.0035460
**Supplement:** Table S7 — GO term analysis of probe-sets with increased or decreased signal in comparisons between both P3 and P5 wild type MEFs (this work) and wild type MEFs treated with TGFβ (from GSE15871). The top clusters (with a cutoff of an enrichment score >1.5 and p-values of the top GO terms<0.05) generated by DAVID functional annotation clustering tool (http://david.abcc.ncifcrf.gov) are shown.

**Table S7. GO term analysis of probe-sets with increased or decreased signal in comparisons between both P3 and P5 wild type MEFs (our data) and wild type MEFs treated with TGF (from GSE15871).**

| **Change1** | **Cluster2** | **Score3** | **Term4** | **p value** |
| --- | --- | --- | --- | --- |
| Increased | 1 | 3.27 | GO:0051094 positive regulation of developmental process | 1.45E-07 |
|  |  |  | GO:0045597 positive regulation of cell differentiation | 0.000006 |
|  |  |  | GO:0008284 positive regulation of cell proliferation | 0.000880 |
|  |  |  | GO:0051240 positive regulation of multicellular organismal process | 0.026910 |
|  |  |  | GO:0009967 positive regulation of signal transduction | 0.030874 |
|  | 2 | 3.12 | GO:0045597 positive regulation of cell differentiation | 0.000006 |
|  |  |  | GO:0045639 positive regulation of myeloid cell differentiation | 0.004386 |
|  |  |  | GO:0045637 regulation of myeloid cell differentiation | 0.017453 |
|  | 3 | 2.65 | GO:0045597 positive regulation of cell differentiation | 0.000006 |
|  |  |  | GO:0048732 gland development | 0.043408 |
|  |  |  | GO:0030879 mammary gland development | 0.045827 |
|  | 4 | 1.98 | GO:0008284 positive regulation of cell proliferation | 0.000880 |
|  |  |  | GO:0001568 blood vessel development | 0.002768 |
|  |  |  | GO:0001944 vasculature development | 0.003073 |
|  |  |  | GO:0048514 blood vessel morphogenesis | 0.007838 |
|  |  |  | GO:0001570 vasculogenesis | 0.012613 |
| Decreased | 1 | 20.67 | GO:0000279 M phase | 9.31E-24 |
|  |  |  | GO:0007049 cell cycle | 1.40E-23 |
|  |  |  | GO:0022403 cell cycle phase | 1.64E-23 |
|  |  |  | GO:0022402 cell cycle process | 8.69E-23 |
|  |  |  | GO:0000278 mitotic cell cycle | 1.75E-22 |
|  | 2 | 14.58 | GO:0044427 chromosomal part | 5.53E-23 |
|  |  |  | GO:0005694 chromosome | 1.46E-22 |
|  |  |  | GO:0000775 chromosome, centromeric region | 3.10E-18 |
|  |  |  | GO:0043228 non-membrane-bounded organelle | 7.83E-18 |
|  |  |  | GO:0043232 intracellular non-membrane-bounded organelle | 7.83E-18 |
|  | 3 | 9.56 | GO:0043228 non-membrane-bounded organelle | 7.83E-18 |
|  |  |  | GO:0043232 intracellular non-membrane-bounded organelle | 7.83E-18 |
|  |  |  | GO:0015630 microtubule cytoskeleton | 2.30E-12 |
|  |  |  | GO:0044430 cytoskeletal part | 2.22E-09 |
|  |  |  | GO:0005819 spindle | 2.47E-09 |
|  | 4 | 4.62 | GO:0006260 DNA replication | 4.16E-15 |
|  |  |  | GO:0006259 DNA metabolic process | 1.08E-12 |
|  |  |  | GO:0003887 DNA-directed DNA polymerase activity | 0.000432 |
|  |  |  | GO:0006281 DNA repair | 0.001500 |
|  |  |  | GO:0034061 DNA polymerase activity | 0.001726 |
|  | 5 | 4.36 | GO:0005819 spindle | 2.47E-09 |
|  |  |  | GO:0005874 microtubule | 0.000002 |
|  |  |  | GO:0015631 tubulin binding | 0.000036 |
|  |  |  | GO:0005876 spindle microtubule | 0.000072 |
|  |  |  | GO:0008017 microtubule binding | 0.003430 |

Footnotes:

1. Increased or decreased signal in both P3 compared to P5 wild type MEFs and in wild type MEFs treated with TGF.

2. The top clusters (with a cutoff of an enrichment score > 1.5 and p-values of the top GO terms < 0.05) generated by DAVID functional annotation clustering tool ([http://david.abcc.ncifcrf.gov](http://david.abcc.ncifcrf.gov/)) are shown. The five GO terms with the best p values are shown for clusters with more than five terms.

3. The enrichment score is shown for each cluster.

4. GO terms within each cluster are listed.

# Supplementary material for: Premature Senescence and Increased TGFβ Signaling in the Absence of Tgif1
**Source:** PLoS One. 2012 Apr 13;7(4):e35460. doi: 10.1371/journal.pone.0035460
**Supplement:** Table S8 — Primers sets for qRT-PCR. The sequences of forward and reverse primers (selected using Primer3 [http://frodo.wi.mit.edu/]) used for qRT-PCR are shown.

**Supplemental Table 8**

**Primers sets for qRT-PCR:**

**Gene F/R Sequence**

Bub1b F GGAAACTTAGCCAGAGCACCT

R AAAAGCCCCACCCATTTC

Olr1 F GTCATCCTCTGCCTGGTGTT

R GCTGAGTAAGGTTCGCTTGG

Leprel1 F CAAAGTGTGGCCGAATGA

R ATCTGCCTGTATCCGCTAGTTC

Loxl2 F CCCAACTATGAAGTGCCAGA

R GGCCCAGGATCTTCTTTACT

Fas F TCCTGCCTCTTGCTTGCT

R AGGTTGGCATGGTTGACAG

Enpep F CTGCTCTATGGGTTAGCTTCAG

R GTTGTAGGAGATGTAGCGGATG

Stmn4 F TTAATGCCTCCCTCCCAAG

R CTGGTTTCCTTCGCTCCTCT

Mgll F GTGCCTACCTGCTCATGGA

R GAGGACGGAGTTGGTCACTT

CD40 F GACAACACTGCACCAGCAA

R ATTGGAGAAGAAGCCGACTG

Gas1 F ACCCTGCAAAAGCAAAGG

R GGTTCCTGGTGAGCAATGTA

Mboat1 F GTCGAGCCAACCATCAGTTT

R CCGTTTCTCTGTGGGTATCAG

Rasl11b F GTGGTCCGATTCCTCACTAAAC

R TAGCCAGCGTTTCTCCTTCT

Rfc5 F GGGCTTTGAACATCCTTCAG

R TGATTGAGCATCCAGTCCAG

Cdc45l F GCTCAGGGACAGACCACTTC

R CGAGGTTGGTACAGAGACAGC

Pole F GGTTCACACTTGCTGCTCAA

R AACGTCTACCAGGCGAAGAA

Plk4 F TGGAAATGGTACAGCAGTGG

R ACGTGTCCTGCAAATCTGG

Cflar F TGCACAGCAGACGTATCTCA

R TCCACGCATACACTTTGTCC

Herpud1 F CAACCAGGACCCCAACAATA

R CCATGCTGTGCTCATAAACG

Cdc25b F AAAGGCGGCTACAAGGAGTT

R TAAGGCGAAAGTTCCTCAGC

Tgfb1 F ATGACATGAACCGGCCCTTCCT

R TGCCGCACACAGCAGTTCTTCTC

Tgfbr1 F AACCGCACTGTCATTCACCACCG

R TCGCCAAACTTCTCCAAACCGACC

Tgfbr2 F CTTGCGACAACCAGAAGTCC

R GGCATCTTCCAGAGTGAAGC

Smad7 F TCAAGAGGCTGTGTTGCTGT

R TGGGTATCTGGAGTAAGGAGGA

Skil F GCAGCAGAAATGCACCTGT

R CCGCTCCTGTCTGAGTTCAT

How the deposited data were processed for this re-analysis (not part of the article)

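Expression was measured on 9 arrays, 3 each of Tgif1 null MEFs at passage 3, wild type MEFs at passage 3 and wild type MEFs at passage 5, with RNA from independent cultures as the paper describes. The authors deposited log2 signals, 1 per probe-set and array, made with GCRMA, which corrects for background from the probe sequence, normalizes the arrays by quantiles and summarises each probe-set. The submitters' processing notes also name limma, and the versions of both tools are not given in the sources used here. The deposited log2 values were used as they stand, with no further normalization. The number of arrays sets the precision, and p-values measure the spread between cultures.

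The lowest value on every array was 2.23, and genes with a signal near it cannot show a decrease. Probe-sets were matched to gene symbols by gene number through a table of mouse genes of assembly GRCm38.p6, which was used only for names and for which genes neighbour each other. A single symbol was found for 34958 probe-sets and several for 932, and 9211 were not named here. A gene with several probe-sets is represented by the one with the highest mean signal, except where the selected probe-set or the one listed in the paper is named.

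All computations used R 4.3.3 with limma 3.58.1, and MASS 7.3.60.0.1 for robust regression. The 3 group means were fitted to all 9 arrays by least squares, with limma's empirical Bayes step at its defaults. A probe-set was selected at a moderated F p-value under 0.0001, or under 0.001 for the comparisons with public data, and a log2 difference of at least 0.5, or at least 1 for changes of 2-fold. Single genes were tested with limma's moderated test of each of the 3 comparisons, adjusted by the Benjamini-Hochberg method, at an adjusted p under 0.05. The 30 gene lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over lists within a comparison, and with fry. Overlaps of 2 comparisons were counted by direction, with a chi-square and Fisher's exact test of the directions. Because each overlap shares a group of arrays, unchanged groups were simulated 20 times against shared arrays.

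Most genes named in the text were fixed by a rule set in advance: the genes the paper names for these arrays, the 10 largest increases and the 10 largest decreases of the null to P3 and the P5 to P3 comparison among selected probe-sets whose groups do not overlap, and up to 4 members of each list with the smallest p. Others are named as members of a set that the results gave. Pold3, Lig1 and Aurkb come from the overlap of cell cycle genes, and Gchfr and Atpsckmt from the count of neighbouring genes. The paper's supplementary tables, whose values come from these arrays, had been read when the lists and the rule were written. Probe-sets of 1 gene passed the adjusted test in opposite directions between the null and P3, of 8 genes between P5 and P3, and of 9 between the null and P5, with no named gene among them.

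The fits were tested on simulated data. For the comparison of the null with P3, of 100 probe-sets changed by 1 on the log2 scale 54 were selected and 63 passed the adjusted test, and of 100 changed by 2, 90 were selected and 94 passed. For P5 against P3, the counts were 66 and 76 of 100 changed by 1, and 90 and 94 of 100 changed by 2. Of 44901 unchanged probe-sets, 1 was selected and 7 passed for the null against P3, and 3 were selected and 10 passed for P5 against P3. A list of 40 genes raised by 0.3 in the null was found among 18194 genes, and 0 of 100 unchanged lists were called. This count does not tell how often camera at its preset correlation of 0.01 calls unchanged lists on the real arrays. There the estimated correlation was 0.195 for extracellular matrix, 0.184 for macrophage and 0.167 for sarcomere genes, while others lay lower, such as apoptosis (-0.0025). Other splits of the real arrays called up to 9, 11 and 8 lists.

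The alternatives tried were the moderated test of each comparison in place of the F test, a filter on probe-sets with a log2 signal above 4 or above 6 on at least 3 arrays, a prior for the spread that follows the signal and resists extreme values, quantile normalization and median centring of the values, the replicate number as a block, the 6 arrays of 2 groups fitted alone, the mean of all probe-sets of a gene, an estimated correlation for camera, each array left out in turn, and robust regression. Counts were compared with other splits of the arrays, 100 drawn of the 280 possible for all 9 arrays and all 10 for the 6 arrays of 2 groups. The public array data, the functional annotation of the paper's clusters and the quantitative PCR were not analysed here. Of the paper's Table S1, only the first 912 listed probe-sets were used, and no overlap or enrichment was tested on it.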

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

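The tests for macrophages and for a lower share of fibroblasts in the null cultures were chosen only after the result was seen.

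Markers of macrophages, which the paper does not discuss, had a median log2 difference of 0.18 between the Tgif1 null and wild type P3, with 4 of 40 rising and 0 falling by limma's adjusted test (19 higher and 0 lower at an unadjusted p under 0.05), and genes of the sarcomere moved with them, 14 of 48 rising, but camera's call of either list did not hold with an estimated correlation (adjusted p = 0.105 and 0.0754). A lower share of fibroblasts, which would raise the markers of all other cell types, is in part open: of 9 lists for other cell types camera placed 1 higher, cartilage and bone, and among genes with a log2 signal above 4 in wild type P3 the medians were 0.91 for 11 macrophage, 1.91 for 15 sarcomere, 0.42 for 8 cartilage and bone, 0.06 for 9 neural, 0.04 for 8 endothelial and -0.11 for 8 epithelial genes, with at most 5 genes for each of the other lists. Camera's call of the cartilage and bone list (adjusted p = 0.00738) did not hold with an estimated correlation either (adjusted p = 0.170). Fry placed the macrophage (adjusted p = 0.00489), sarcomere (adjusted p = 0.000957) and cartilage and bone lists (adjusted p = 0.0103) higher. The gap between the medians of sarcomere genes and another list exceeds the sum of their median absolute deviations for epithelial (2.03 against 1.16) and neural genes (1.86 against 1.27), which argues against such a lower share as the whole cause for sarcomere genes, but it falls short of the sum for endothelial (1.87) and for cartilage and bone genes (1.50 against 1.88), and for macrophage genes, with 1.03 against 1.24 at most, it cannot be told apart, since 44 of the 142 genes on those 9 lists were above 4. Macrophages and muscle cells in the null cultures are a candidate source. Among the 20 macrophage and 18 sarcomere genes above 4 in the null, replicate 1 had the largest median deviation from the null mean. It was 0.373 and 0.418, beyond the upper bounds of 0.113 and 0.124 that random lists matched on expression give. Genes regulated together would also exceed random lists, so this test cannot tell a larger share of such cells from a change in expression. Of the abundant macrophage genes, Lyz2 had a log2 signal of 9.11 in the null and 8.52 in P3 and Ctss 6.25 and 4.36, with no sort of the cells to remove macrophages. In wild type P3, 11 of the 40 macrophage and 15 of the 48 sarcomere genes were above 4 as well (Coro1a is also on the list of the actin cytoskeleton). Whether such cells were more numerous in the null stays open. Whether the loss of Tgif1 or the tissue that each culture was grown from would set their number was not tested.

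Targets of p53, which the paper does not examine on the arrays, had a median log2 difference of 0.18 in the null, where 3 of 31 rose and 0 fell by limma's adjusted test (8 rose when adjusted over the list alone, and 14 were higher and 0 lower at an unadjusted p under 0.05), with adjusted p-values from camera of 4.68e-06 and, with an estimated correlation, 0.0275. In wild type P5 relative to P3 the median of the same list was 0.33, and 12 rose and 1 fell (17 and 1 when adjusted over the list alone), with adjusted p-values of 1.10e-07 and, with an estimated correlation, 0.0171. Factors secreted by senescent cells had a median of 0.23 in P5, where 9 of 42 rose and 1 fell (12 and 2 when adjusted over the list alone), with adjusted p-values of 0.000265 and, with an estimated correlation, 0.0202. Imprinted genes had a median of -0.063 and a mean of -0.50 in P5, where 9 of 29 fell and 0 rose by limma's adjusted test (10 fell and 3 rose when adjusted over the list alone, and 12 were lower and 3 higher at an unadjusted p under 0.05), with an adjusted p of 0.00223 that did not hold with an estimated correlation (adjusted p = 0.0600).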

How the results depend on the processing

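Robust regression was the 1 alternative chosen only after the result was seen. Quantile normalization and median centring left every total given in this section within 1.5 times its value. In the overlap by the adjusted test, the 33 probe-sets that fell in the null and rose in P5 became 56 under median centring. No list that camera called changed direction under the alternatives run on the lists. Robust regression and the moderated test of each comparison in place of the F test were not run on them. The counts below moved further, and the cause was not tested except where the construction gives it.

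The moderated test of each comparison gave overlaps of 63 and 95 with P5 – P3 and null – P5. With a filter of 4, fewer probe-sets were tested, and 1272 were selected in any comparison, 436, 1069 and 1035 in null – P3, P5 – P3 and null – P5, 1563, 6035 and 5246 passed the adjusted test in that order, and the overlaps were 295 and 318. With a filter of 6, 395 were selected and 1474 passed in null – P3, and the overlap with P5 – P3 was 269. With the prior that follows the signal and resists extreme values, 305 were selected in any comparison, 139, 270 and 293 per comparison, 59, 1297 and 1071 passed, 371 and 916 were selected at 0.001 in null – P3 and P5 – P3, the overlaps were 105 and 127, and the share of higher probe-sets in P5 – P3 rose by 13.8 points. The 6 arrays of 2 groups alone leave fewer degrees of freedom, and their F test no longer covers 3 groups. These fits gave 65, 394 and 294 selected, 25 genes changed at least 2-fold, 123 passing in null – P3, 2025 in null – P5 and 240 selected at 0.001 in null – P3. Camera with an estimated correlation called 5, 6 and 0 lists in place of 13, 10 and 9. Robust regression gave 2095 in any comparison, 645, 1602 and 1432 selected, 117 genes changed at least 2-fold, 5018, 9026 and 8220 passing, 991 and 2556 at 0.001, and overlaps of 363 and 393.

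The replicate numbers carry no sign of a pairing: 4 of 9 pairs of arrays with the same number had residuals correlated above 0.1, the correlations lay between -0.488 and 0.393, and 2 arrays correlated best with their own number. With a replicate block, which spends degrees of freedom, 284 were selected in any comparison, 87, 250 and 231 per comparison and 30 genes at least 2-fold, 141, 2247 and 1763 passed, 327 and 889 were selected at 0.001, and the overlaps were 67 and 63.

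Leaving out 1 array gave 401 (without wild type P5 replicate 1) to 654 (without null replicate 1) selected in any comparison, 131 (P5 replicate 1) to 219 (null replicate 1) in null – P3, 329 (P5 replicate 1) to 556 (null replicate 1) in P5 – P3 and 321 (P5 replicate 2) to 502 (null replicate 1) in null – P5. Genes changed at least 2-fold numbered 44 (P5 replicate 1) to 62 (null replicate 1). In null – P3, 255 (P3 replicate 1) to 659 (P3 replicate 2) passed, in P5 – P3 2076 (P5 replicate 2) to 4161 (null replicate 1) and in null – P5 1753 (P5 replicate 2) to 3343 (P3 replicate 2). At 0.001, 377 (P5 replicate 2) to 536 (P3 replicate 2) and 915 (P5 replicate 2) to 1419 (P3 replicate 2) were selected. The overlaps were 79 and 101 without P5 replicate 1 and 153 and 156 without null replicate 1. The called lists numbered 10 to 13, 9 to 11 and 9 to 11.

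With the mean of all probe-sets of a gene, the direction was reversed for Ikbip in null – P3 (-0.65) and null – P5 (-0.98), Pclaf in null – P5 (-1.18), Smad5 in P5 – P3 (0.0448) and null – P5 (-0.0322) and Arpc2 in null – P5 (-0.0013), since their probe-sets differ. The call of 1 comparison of a named gene was lost 130 times under the replicate block, 156 times under the prior that follows the signal, 115 times with the 6 arrays alone and 693 times over the 9 fits that leave out 1 array, and it was gained 70 times under the filter of 4, 64 times under the filter of 6 and 111 times by robust regression. The signal over background limits all counts: 19725 probe-sets spanned less than 0.1 over the 9 arrays, and a gene near the lowest value cannot show a decrease.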

Differences from the paper's values

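Robust regression, which gives discordant arrays less weight, was run only after the result was seen. Counts of selected probe-sets use the paper's thresholds, and a value is called within range when it is within 1.5 times the paper's.

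The paper selects 2094 probe-sets in any comparison, and 812 were selected here, a difference that no alternative set before the data were examined closes. Robust regression, chosen after seeing the values, gives 2095, and of the first 912 probe-sets of Table S1, the part read here, it drops 0. The same setting, chosen after seeing the values and dropping 0 of those 912, brings each of the counts and chi-square values that follow within range.

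Between the null and P3, the paper selects 643 probe-sets, 376 of them higher, and 256 and 141 were selected here. The filter at a log2 signal of 4 comes within range of 643, with 436, and none of the others set before the data were examined does, and none comes within range of 376. For genes at least 2-fold higher the paper has 78 and the count here was 44, which the filter at 4 alone brings within range.

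The overlap of null – P3 with P5 – P3 is 363 in the paper and was 172 here, with 150 and 65 higher in both and 110 and 36 lower in both. The filters at 4 and at 6 come within range for the overlap and for the probe-sets higher in both, and the other alternatives do not. No alternative set before the data were examined does so for those lower in both. For probe-sets lower in the null and higher in P5, the paper's Figure 5C has about 71 and the count here was 39, which the filters at 4 and at 6 and no other bring within range. The chi-square is about 71 in Figure 5C and was 3.99 here, which none of these alternatives brings within range.

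The overlap of null – P3 with null – P5 is 391 in the paper and was 193 here, and the paper's 140 lower in both stand against 77. The filters at 4 and at 6 alone bring both within range, the overlap to 318 and 269. For those higher in both the paper has 176 and the count here was 70, which the filter at 4 alone brings within range, at 121. The paper has 50 higher than P3 and lower than P5 and 25 the reverse, against 30 and 16 here, which the filters at 4 and at 6 and median centring bring within range. For the 25, leaving out wild type P3 replicate 2 does so as well, at 21, and no other alternative set before the data were examined does for either. The chi-square is about 150 in Figure 5B and was 54.4 here, with none of these alternatives in range.

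The paper finds that most probe-sets shared by the null and P5 move the same way. Here 58.7% of the 172 did. The chi-square of the directions, the test the paper used, was 3.99, just past the 0.05 limit. Fisher's exact test (two-sided), which the paper does not use, gave p = 0.0591. Of the 438 that passed limma's adjusted test, which the paper does not use, in both, 84.7% moved the same way. That number was 22, with 59.1%, under the prior for the spread that follows the signal. The chi-square for the selected probe-sets, 3.99, depended on the setting. It was 8.27 with quantile normalization, 8.79 with median centring, and 13.8 and 20.4 with the filters at 4 and at 6. It was 0.403 with the prior that follows the signal and 1.50 with the replicate block. The paper counts the same number of troponin and of myosin genes among those at least 2-fold higher, and 5 troponin and 3 myosin genes were selected here. It lists apoptosis among the functions of the genes higher in the null and of those higher in both the null and P5. Here camera gave an adjusted p of 0.404 for the apoptosis list in the null, with 3 of 44 genes rising and 0 falling by limma's adjusted test (8 higher and 4 lower at an unadjusted p under 0.05), and 2 of these, Cflar and Fas, rose in both. Fry placed the apoptosis list higher in the null (adjusted p = 0.0491) but gave an adjusted p of 0.802 in P5 relative to P3.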

Other observations

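The counts of neighbouring genes among those that differ alike by at least 2-fold, and the comparison of Table S1 with robust regression, were chosen only after the result was seen.

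Several imprinted genes, which are read from 1 parental copy, fell with passage in wild type MEFs. Peg3, a zinc finger protein of growth control, fell by 1.48 (SE 0.12, adjusted p = 0.00138), Zdbf2 fell by 1.56 (SE 0.10, adjusted p = 0.000622), and Cdkn1c, a maternally expressed inhibitor of cyclin-dependent kinases, fell by 2.27 (SE 0.16, adjusted p = 0.000972). In the null relative to P5, 10 of the 29 imprinted genes rose and 0 fell by limma's adjusted test (11 higher and 2 lower at an unadjusted p under 0.05). Among secreted factors of senescent cells, Cxcl12 rose by 1.22 (SE 0.04, adjusted p = 0.00015) and Igfbp3 rose by 1.52 (SE 0.15, adjusted p = 0.0027) in P5. Of the p53 targets, Ephx1, an epoxide hydrolase, rose by 1.17 (SE 0.08, adjusted p = 0.000976) with passage, and Eda2r, a death receptor of the TNF family, rose by 0.42 (SE 0.06, adjusted p = 0.00778) with passage and rose by 0.37 (SE 0.06, adjusted p = 0.0351) in the null, a call that was lost in 11 of 18 alternative settings. Of genes that carry or respond to retinoic acid, Rbp4, a retinol carrier, fell by 1.33 (SE 0.09, adjusted p = 0.00424) in the null, and Dhrs3, which turns retinal back to retinol, rose by 1.38 (SE 0.13, adjusted p = 0.0025) with passage. Of 31 such genes, 0 rose, 2 fell and 29 did not pass in the null by limma's adjusted test, with 2 higher and 5 lower at an unadjusted p under 0.05 and an adjusted p of 0.474 from camera.

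Transcripts of the TGFβ pathway itself did not pass the adjusted test in the null. Smad3 differed by 0.01 (SE 0.07, adjusted p = 1), Tgfbr1 by -0.21 (SE 0.08, adjusted p = 0.384) and Smad7, an inhibitor that the pathway induces, by 0.22 (SE 0.10, adjusted p = 0.6). Tgif2, a relative of Tgif1, differed by 0.70 (SE 0.14, adjusted p = 0.0784) in the null and fell by 0.90 (SE 0.14, adjusted p = 0.0127) with passage. Of 36 components, 0 rose and 0 fell in the null by limma's adjusted test, 4 rose and 3 fell when adjusted over the list alone, and 4 were higher and 6 lower at an unadjusted p under 0.05. The paper measured Olr1 and Leprel1, now named P3h2, by quantitative PCR and reports that they respond to the loss of Tgif1 and not to passage. On the arrays Olr1 rose by 1.56 (SE 0.19, adjusted p = 0.0212) and P3h2 rose by 0.73 (SE 0.10, adjusted p = 0.0305) in the null, and they differed by -0.60 (SE 0.19, adjusted p = 0.144) and -0.39 (SE 0.10, adjusted p = 0.0779) with passage. Relative to P5, both were higher in the null, Olr1 by 2.16 (SE 0.19, adjusted p = 0.00225) and P3h2 by 1.12 (SE 0.10, adjusted p = 0.00245).

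Of 20 genes that differed alike, by at least 2-fold, between the null and both passages of the wild type, 6 had another of the 20 within 2 Mb, Gchfr and Tmem87a, Atp10d and Rasl11b, and Atpsckmt and Sema5a, against a median of 0 in 10000 random draws of expressed genes (permutation p = 0.0091). As many genes changed with passage alone, those with the largest changes, had 2 such neighbours (permutation p = 0.412), which argues against a clustering common to any changed set. Chromosome blocks of another strain, left from the mixed background on which the paper describes its alleles, are a candidate explanation for some of these differences. It stays open, since 6 of 67 genes that differed alike with the smaller of the 2 differences between 0.5 and 1 on the log2 scale lay within 2 Mb of a gene of the set (median 3, permutation p = 0.101). Whether a sequence variant lies under the probes cannot be told apart from a change in level, because 2 of the 20 genes, Limk2 and Sema5a, had another usable probe-set (median ratio 0.893). This ratio is above the 0.5 set beforehand as the bound against a variant, but it covers too few of the genes to decide, a judgement made after their number was seen. Pclaf and Ikbip, which are not among the 20, go the other way. By 1 probe-set they fell by 4.69 and 2.03 relative to P3, while their brighter probe-sets did not pass that test.

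The paper selects more probe-sets than least squares does here. Of the log2 differences that Table S1 gives for its first 912 probe-sets, 99.9% lay within 0.001 of those from robust regression and 6.69% within 0.001 of those from least squares, which is consistent with a regression that gives discordant arrays less weight, although the paper does not name one. On simulated values with no difference between groups, robust regression selected 43 of the probe-sets and least squares 0, and 492 and 3 had a p-value under 0.0001 where 4.51 were expected. How many of the probe-sets selected by robust regression on the real arrays are unchanged cannot be told apart from this simulation, because its spread is the same for all arrays of a probe-set.

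Other splits of the 9 arrays into 3 groups tell how far chance can be excluded. Of 100 splits, 1, the real one, selected as many as 812 probe-sets in any comparison, and the highest other count was 333, so chance can be excluded there. For the overlaps, 2 of 100 splits gave as many as 172 and as many as 193, the real one included, and the highest others, 301 and 309, exceed the real counts, so these overlaps are not used here to exclude chance. These splits mix null and wild type P3 arrays and keep the 3 wild type P5 arrays together as the group that both comparisons share, so an overlap of this size also arises without the genotype labels, from the structure that passage gives to the arrays. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. In null – P3, 1 split reached each real value: 256 selected (highest other 74), 717 passing the adjusted test (53), 557 selected at 0.001 (258), 70 genes changed at least 2-fold (3) and 13 called lists (9). In P5 – P3, 1 split reached 674 selected (highest other 2), 3889 passing (1) and 1494 at 0.001 (9), and 3 reached the 10 called lists (11). In null – P5, 1 split reached 659 selected (highest other 1), 3258 passing (0) and 9 called lists (8).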
